# Interaction of YAP with the Myb-MuvB (MMB) complex defines a transcriptional program to promote the proliferation of cardiomyocytes

**DOI:** 10.1371/journal.pgen.1008818

**Published:** 2020-05-29

**Authors:** Marco Gründl, Susanne Walz, Laura Hauf, Melissa Schwab, Kerstin Marcela Werner, Susanne Spahr, Clemens Schulte, Hans Michael Maric, Carsten P. Ade, Stefan Gaubatz

## Abstract

The Hippo signalling pathway and its central effector YAP regulate proliferation of cardiomyocytes and growth of the heart. Using genetic models in mice we show that the increased proliferation of embryonal and postnatal cardiomyocytes due to loss of the Hippo-signaling component SAV1 depends on the Myb-MuvB (MMB) complex. Similarly, proliferation of postnatal cardiomyocytes induced by constitutive active YAP requires MMB. Genome studies revealed that YAP and MMB regulate an overlapping set of cell cycle genes in cardiomyocytes. Protein-protein interaction studies in cell lines and with recombinant proteins showed that YAP binds directly to B-MYB, a subunit of MMB, in a manner dependent on the YAP WW domains and a PPXY motif in B-MYB. Disruption of the interaction by overexpression of the YAP binding domain of B-MYB strongly inhibits the proliferation of cardiomyocytes. Our results point to MMB as a critical downstream effector of YAP in the control of cardiomyocyte proliferation.

## Author summary

YAP, the major downstream transducer of the Hippo pathway, is a potent inducer of proliferation. Here we show that the Myb-MuvB complex (MMB) mediates cardiomyocyte proliferation by YAP. We find that YAP and MMB regulate an overlapping set of pro-proliferative genes which involves binding of MMB to the promoters of these genes. We also identified a direct interaction between the B-MYB subunit of MMB and YAP. Based on the binding studies, we created a tool called MY-COMP that interferes with the association YAP to B-MYB and strongly inhibits proliferation of cardiomyocytes. Together, our data suggests that the YAP-MMB interaction is essential for division of cardiomyocytes, underscoring the functional relevance of the crosstalk between these two pathways for proper heart development.

## Introduction

The Hippo signaling pathway plays fundamental roles in proliferation and organ size control [1]. In mammals, the Hippo cascade is composed of the MST1/2 and LATS1/2 kinases and the adaptor proteins MOB1 and Salvador (SAV1). When the Hippo pathway is active, LATS1/2 phosphorylate the transcriptional coactivators YAP and TAZ, which results either in their cytoplasmic retention by 14-3-3 proteins or SCF-mediated proteasomal degradation [2]. In contrast, when Hippo is inactive, YAP/TAZ enter the nucleus and act as transcriptional coactivators predominantly by binding to DNA through TEAD transcription factors. The Hippo pathway and its downstream effectors YAP and TAZ are involved in cardiac development and have been implicated in heart regeneration after tissue damage [3,4]. Active YAP promotes proliferation of postnatal cardiomyocytes and induces a fetal-like cell state in adult cardiomyocytes [5, 6]. Similarly, cardiac-specific deletion of the Hippo kinases LATS1/2 or of the scaffold protein SAV1 results in heart enlargement and increased proliferation of embryonal and postnatal cardiomyocytes due to increased YAP activity [7,8]. Conversely, deletion of YAP suppresses cardiomyocyte proliferation [5,7,9]. Notably, activated YAP or loss of Hippo signaling can extend the neonatal proliferation of cardiomyocytes to postnatal stages, where proliferation is normally very low [5–7]. In addition, recent studies report a better outcome after myocardial infarction in mice with hyperactivated YAP [8,10–12]. Together, these studies identify YAP as an important regulator of cardiomyocyte proliferation and cardiac regeneration. However, the detailed mechanisms by which YAP promotes cardiomyocyte proliferation are still unclear [13].

We recently observed that Myb-MuvB complex (MMB) and YAP co-regulate an overlapping set of late cell cycle genes [14]. MMB consist of the evolutionary conserved MuvB core of the five proteins LIN9, LIN52, LIN54, LIN37 and RBBP4 and associated proteins [15,16]. Depending on its interactions with different binding partners, MuvB can either repress or activate transcription. Specifically, when MuvB interacts with the p130 retinoblastoma protein paralog, and with E2F4 and DP1, it forms the DREAM complex, which represses E2F-dependent gene expression in quiescent cells and in early G1 [17–19]. Upon cell cycle entry, p130, E2F4 and DP1 dissociate from the complex and the MuvB core associates with the transcription factor B-MYB to form MMB [19–22]. MMB mainly regulates genes required for mitosis and cytokinesis. Binding of YAP to enhancers promotes the activation of MMB-bound promoters, providing an explanation for the co-activation of late cell cycle genes by YAP and MMB [14].

Whether the ability of YAP to promote proliferation *in vivo* is mediated by MuvB complexes has not been addressed. To investigate the possible function of MuvB in YAP-mediated cardiomyocyte proliferation we used genetic approaches in mice and biochemical experiments. We find that YAP and MMB interact in the developing heart. *In vivo* in mice this interaction is essential for increased mitosis of Hippo-deficient cardiomyocytes. Additionally, we demonstrate that YAP driven proliferation of postmitotic cardiomyocytes is dependent on the interaction of YAP with the B-MYB subunit of MMB.

## Results

### MuvB is required for proliferation and mitosis of Hippo-deficient embryonic cardiomyocytes

To explore the connection between the Hippo-YAP pathway and MuvB *in vivo* in the heart, we deleted the Hippo pathway member Salvador (*Sav1*), a scaffold protein that is required for Hippo kinase activity, and the MuvB subunit *Lin9* in cardiac precursor cells. Early cardiac specific deletion of *Lin9* and *Sav1* was achieved by using mouse strains with conditional (floxed) alleles of *Sav1* and *Lin9* in combination with Nkx2.5-Cre [23]. Phosphorylation of YAP on S127 was reduced in *Sav1* deficient hearts, indicating that YAP is hyperactivated (S1A Fig). We first examined the effect of MMB inactivation on proliferation of *Sav1* mutated cardiomyocytes. In these experiments, heterozygous *Nkx2*.*5-Cre; Lin9*^*fl/+*^ mice served as a control, because these mice developed and survived normally and showed no cardiac phenotype. To assess proliferation, we stained E13.5 heart sections for the cell cycle marker Ki67. Cardiomyocytes were identified by co-staining for cardiac troponin T (cTnT). The proportion of Ki67-positive cardiomyocytes was significantly increased in *Nkx2*.*5-Cre; Sav1*^*fl/fl*^ hearts compared to control hearts with wildtype *Sav1*, indicating that loss of SAV1 promoted cardiomyocyte proliferation as has been reported previously [7] (Fig 1A and 1B; S1B Fig). The fraction of cardiomyocytes staining positive for phosphorylated histone H3 (pH3), a marker of mitotic cells, was also increased in *Nkx2*.*5-Cre; Sav1*^*fl/fl*^ hearts (Fig 1C and 1D, S1C Fig). In contrast, proliferation and mitosis were strongly reduced by inactivation of *Lin9* and the increase in proliferation by *Sav1* deletion was blocked in *Sav1*, *Lin9* double mutant cardiomyocytes (Fig 1A–1D, S1B and S1C Fig). These genetic experiments suggest that the proliferative phenotype due to the loss of the Hippo pathway member SAV1 is dependent on the MMB subunit LIN9.

**Fig 1:**
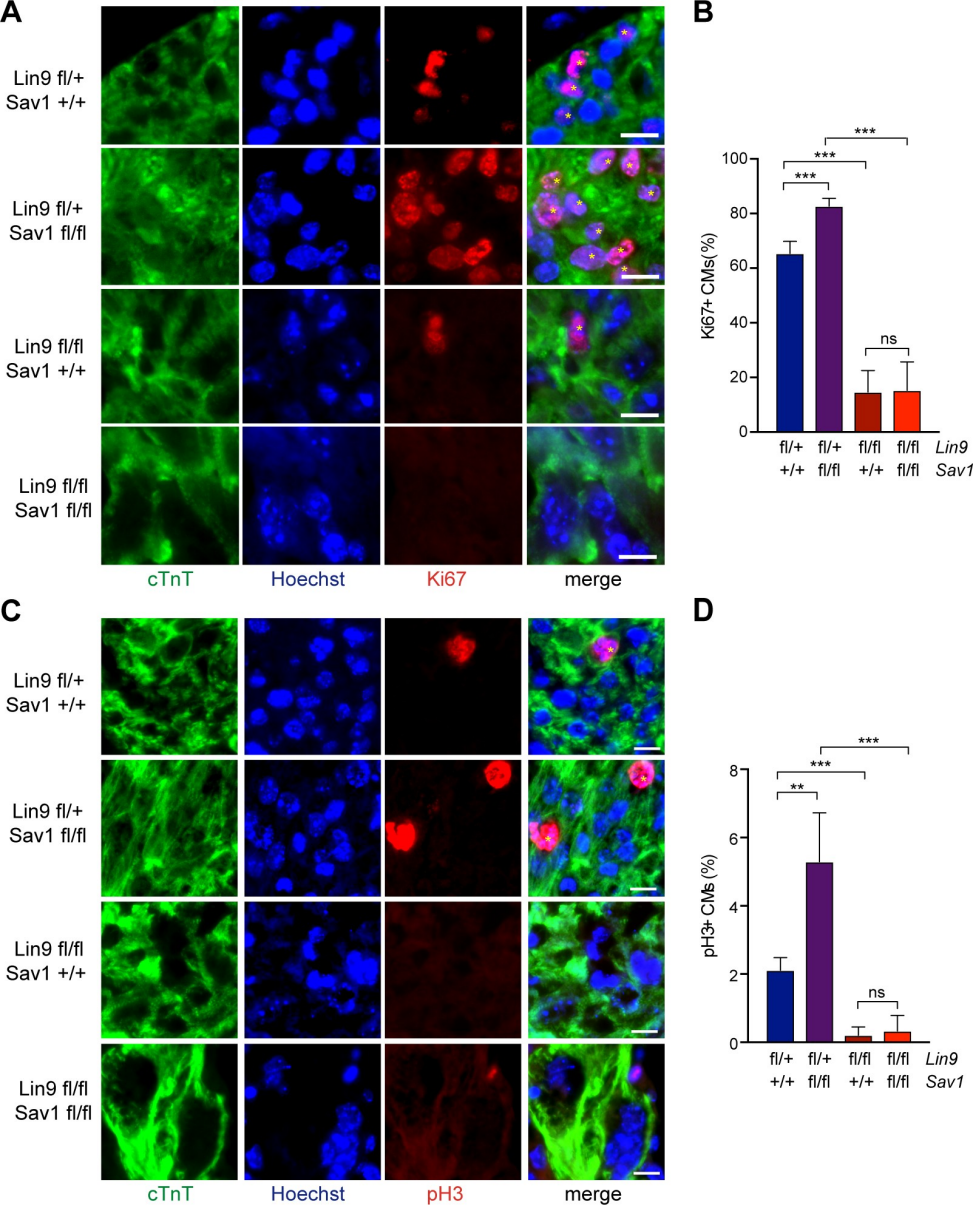
Proliferation of embryonic cardiomyocytes following Hippo inactivation depends on LIN9. A) and B) Heart sections from E13.5 mice with the indicated genotypes were stained for the proliferation marker Ki67 (red). Cardiomyocytes were identified by staining for cTnT (green). Example microphotographs are shown in (A). Asterisks indicate Ki67-positive cardiomyocyte nuclei. Scale bar: 10 μm. The quantification of Ki67-positive cells is shown in (B). Error bars indicate SDs. Number of mice analyzed per genotype: *Lin9* ^*fl/+*^*; Sav1*^*+/+*^ n = 5, *Lin9*^*fl/+*^*; Sav1*^*fl/fl*^ n = 4, *Lin9*^*fl/fl*^; *Sav1*^*+/+*^ n = 6 and *Lin9*^*fl/fl*^*; Sav1*^*fl/fl*^ n = 5 C) and D) Heart sections from E13.5 mice with the indicated genotypes were stained for the mitosis marker pH3 (red). Cardiomyocytes were identified by staining for cTnT (green). Example microphotographs are shown in (C). Asterisks indicate pH3-positive cardiomyocyte nuclei. Scale bar: 10 μm. The quantification of pH3-positive cells is shown in (D). Number of mice analyzed per genotype: *Lin9*^*fl/+*^*; Sav1*^*+/+*^ n = 5, *Lin9*^*fl/+*^*; Sav1*^*fl/fl*^ n = 4, *Lin9*^*fl/fl*^*; Sav1*^*+/+*^ n = 6 and *Lin9*^*fl/fl*^*; Sav1*^*fl/fl*^ n = 6. Error bars indicate SD. B, D: Student’s t-test. * = p<0.05, ** = p<0.01, *** = p<0.001, ns = not significant.

### Hippo and MMB regulate an overlapping set of genes in embryonic cardiomyocytes

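RNA was sequenced from heart ventricles of E13.5 embryos of 4 genotypes that all carried Nkx2.5-Cre, with 3 libraries per genotype. These were Sav1 wt and Sav1 KO ventricles in the LIN9 wt background, and the same pair of Sav1 genotypes in the LIN9 KO background. The paper gives the LIN9 wt genotype as Lin9 fl/+, while the sample labels call it wild-type. The authors mapped the reads with TopHat and BOWTIE2, brought every library down to the number of mappable reads of the smallest library, and counted the reads on each Ensembl gene with summarizeOverlaps. The files hold these whole-number counts without further normalization. Total counts ranged from 2912330 to 2940111 (median 2930616) in LIN9 wt ventricles with wild-type Sav1, from 2770741 to 2999877 (median 2998980) in LIN9 KO ventricles with wild-type Sav1, from 2958879 to 2974933 (median 2971995) in Sav1 KO ventricles and from 2840053 to 2906101 (median 2848385) in double knockout ventricles. From there, the counts were normalized by edgeR's TMM method, and the 17675 genes with a mean count above 1 over the 12 libraries were compared between genotypes with edgeR's quasi-likelihood test. Adjusted p-values (FDR) are from the Benjamini-Hochberg method, with a threshold of 0.05. Gene sets were compared with camera at a preset inter-gene correlation of 0.01, with the rotation test fry beside it, and by GSEA on the signal-to-noise ranking with 1000 permutations over genes. Of the protein-coding genes that lie within another annotated gene, 93.4% (1156 of 1238) had 0 counts in all of the 18 RNA-seq libraries analysed here, against 14.2% of the other protein-coding genes (2913 of 20457).
The counts of the targeted genes cover the whole gene, while the floxed alleles remove only part of each. Lin9 (ENSMUSG00000058729) lies on chromosome 1 from 180641150 to 180690694. Its TMM-normalized count was 26.8 ± 3.23 CPM (edgeR's unit of counts relative to library size; SD, n = 3) in LIN9 wt and 15.5 ± 2.38 CPM (SD, n = 3) in LIN9 KO ventricles, a log2 fold change of -0.80 (standard error 0.19, adjusted p = 0.00269 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the Sav1 KO background, the count of Lin9 was 25.4 ± 6.11 CPM (SD, n = 3) without and 22.7 ± 3.84 CPM (SD, n = 3) with the deletion of Lin9, a difference within the spread between libraries (log2 fold change -0.16, standard error 0.18, adjusted p = 0.586 from edgeR with Benjamini-Hochberg adjustment). Sav1 (ENSMUSG00000021067) lies on chromosome 12 from 69965012 to 69987002, and 28.1% of its exonic length lies under other genes. Sav1 reached 57.5 ± 3.88 CPM (SD, n = 3) in Sav1 wt and 40.7 ± 3.98 CPM (SD, n = 3) in Sav1 KO ventricles of the LIN9 wt background (log2 fold change -0.50, standard error 0.12, adjusted p = 0.317 from edgeR with Benjamini-Hochberg adjustment). In the LIN9 KO background, it fell from 49.7 ± 2.28 to 42.2 ± 1.73 CPM (SD, n = 3 each; log2 fold change -0.23, standard error 0.12, adjusted p = 0.465 from edgeR with Benjamini-Hochberg adjustment). All Sav1 KO libraries were below all Sav1 wt libraries in both backgrounds (exact permutation test, two-sided, p = 0.1 each, the smallest p that 3 libraries against 3 allow).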

Next, we explored the impact of *Lin9* mutation on the transcriptional program of Hippo-deficient cardiomyocytes by performing RNA-seq using RNA isolated from heart ventricles of E13.5 embryos carrying cardiac specific deletions of *Sav1* alone, *Lin9* alone or *Sav1* and *Lin9* together. In *Sav1* knockout hearts, E2F target genes and other gene sets related to cell cycle regulation were enriched after inactivation of Hippo-signaling (Fig 2A, S2A and S2B Fig). 

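In the LIN9 wt background, 3 of 17675 genes differed between Sav1 KO and Sav1 wt ventricles after adjustment, 2 higher and 1 lower in Sav1 KO. At an unadjusted p under 0.05 there were 694 genes, where chance gives 884. The count of genes moved most when the test was fitted to the 6 libraries of this comparison alone, which gave 36 genes. Sptb (ENSMUSG00000021061, chromosome 12 from 76580488 to 76710547) lies within 20 Mb of Sav1 and was higher by a log2 fold change of 1.13 (standard error 0.15, adjusted p = 0.00907 from edgeR with Benjamini-Hochberg adjustment). The processed pseudogene Gm4742, whose reads the counting can split with its parent gene, was higher by 1.18, and Slit2 was lower, with a log2 fold change of -0.63. None of the 3 calls was made in 5 of the 6 fits that left out 1 library, and 2 were made without control replicate 1.
The cell cycle genes moved together by small amounts. Of the 54 tested genes of the G2/M list shipped with the Seurat package, 41 were higher in Sav1 KO, with a median log2 fold change of 0.10 (camera, Benjamini-Hochberg adjusted p = 0.0021 over the 11 sets fixed before the data were examined). Of 42 S phase genes, 35 were higher, with a median of 0.12 (camera, Benjamini-Hochberg adjusted p = 0.0021). In the Reactome set of the mitotic cell cycle, 256 of 378 genes were higher, with a median of 0.06 (camera, Benjamini-Hochberg adjusted p = 0.0226). The set of E2F-mediated regulation of DNA replication had 23 of 27 genes higher and a median of 0.10 (camera, Benjamini-Hochberg adjusted p = 0.0416). Altogether 6 of 7 cell cycle sets passed 0.05 under camera, and the DNA replication set did not (0.0992 after Benjamini-Hochberg adjustment). Under fry, 2 of them passed, the S list (0.0303) and the mitotic cell cycle (0.0498), and the G2/M list did not (0.118, each with Benjamini-Hochberg adjustment). With 1 library left out at a time, the S list passed camera in all 6 fits, with medians from 0.08 to 0.12. The G2/M list was no longer past the threshold without Sav1 KO replicate 2, where its median was 0.07, and the S1 Table genes without that library (0.07) or control replicate 1 (0.08). Without control replicate 1, mitotic prometaphase was not past it either (median 0.02), while DNA replication was (0.07). The mitotic cell cycle lost its call without Sav1 KO replicate 2 or 3 or control replicate 1 or 2, with medians from 0.03 to 0.05, and the E2F set in each of the 6 fits, with medians from 0.07 to 0.11.
By GSEA, with p from permutations over genes, the normalized enrichment score (NES) was 1.80 for the G2/M list (p = 0.0205), 1.99 for the S list (p = 0.0168) and 1.43 for the mitotic cell cycle (p = 0.0772). After Benjamini-Hochberg adjustment, 0 of 707 gene sets passed 0.05, with a lowest value of 0.514, and 65 sets had an unadjusted p under 0.05. In simulations that raised the G2/M list by 0.1, this adjusted test passed in 0 of 5. The NES of the mitotic cell cycle turned to -1.24 without control replicate 1 and to -0.63 with a floor on the SD of log2 CPM.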

Strikingly, the activation of these gene sets was suppressed by the simultaneous deletion of *Lin9* together with *Sav1*, indicating that the elevated expression of these genes in *Sav1* mutant hearts requires the function of MMB (Fig 2A and 2B, S2A and S2B Fig). 

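In the LIN9 KO background, 2 genes differed between Sav1 KO and Sav1 wt ventricles after adjustment, Mt1 (log2 fold change -0.80) and H1f0 (-0.63), and 2091 genes had an unadjusted p under 0.05. This count rested on single libraries, with 355 genes without LIN9 KO replicate 3 and 15 without double knockout replicate 2, and with the replicate number as a block it was 84. The calls for Mt1 and H1f0 were lost without LIN9 KO replicate 2 and without double knockout replicate 1 or 3. The median log2 fold change of the G2/M list was -0.03, with 24 of 54 genes higher (camera, Benjamini-Hochberg adjusted p = 0.721), that of the S list 0.02, with 22 of 42 genes higher (0.921), and that of the mitotic cell cycle 0.02, with 202 of 378 genes higher (0.721, same adjustment). None of the 11 sets passed 0.05 under camera or fry, and 1 set under camera (respiratory electron transport) and 0 under fry had an unadjusted p under 0.05. The median of the G2/M list turned positive without LIN9 KO replicate 2 (0.0064) or double knockout replicate 1 (0.0011), and that of the S list turned negative without LIN9 KO replicate 2 (-0.02). The NES was -1.47 for the G2/M list (p = 0.0455 from permutations over genes, 0.378 after Benjamini-Hochberg adjustment), -0.77 for the S list and 0.89 for the mitotic cell cycle, and the signs of the last pair each turned without LIN9 KO replicate 3 (0.74 and -0.71). Past the threshold after Benjamini-Hochberg adjustment were 0 of 707 sets, with 93 at an unadjusted p under 0.05. All 6 cell cycle sets that could be scored by GSEA had a lower NES than in the LIN9 wt background.
The difference between both Sav1 effects was tested as an interaction. It passed the threshold for 0 genes, with 1153 genes at an unadjusted p under 0.05 where chance gives 884. The median interaction of the G2/M list was -0.08, with 37 of 54 genes lower (camera, Benjamini-Hochberg adjusted p = 0.0182; fry, 0.3 with the same adjustment). For the S list it was -0.09, with 31 of 42 genes lower (camera, Benjamini-Hochberg adjusted p = 0.153), and for the mitotic cell cycle it was -0.02 (0.474, same adjustment). The other 10 sets did not pass camera, and the sign for the mitotic cell cycle turned in 6 fits that left out 1 library, to values from 0.0015 to 0.01. The call for the G2/M list was lost when LIN9 KO replicate 2 or 3, Sav1 KO replicate 2 or control replicate 1 was left out, with a median interaction between -0.09 and -0.02, and 64 genes passed without LIN9 KO replicate 3.
A score per library, the mean log2 CPM of a list minus its mean in LIN9 wt Sav1 wt ventricles, was computed without a fit. For the G2/M list, the score was 0.13 ± 0.09 (SD, n = 3) in Sav1 KO, -0.27 ± 0.17 in LIN9 KO and -0.21 ± 0.0071 in double knockout ventricles. The Sav1 effect on it was 0.13 in the LIN9 wt background (exact permutation test, two-sided, p = 0.3) and 0.06 in the LIN9 KO background (exact permutation test, two-sided, p = 1), where it was -0.03 without LIN9 KO replicate 1 and had the opposite sign to the median of the fit. For the mitotic cell cycle, the Sav1 effect on the score was 0.0538 in the LIN9 wt and 0.0519 in the LIN9 KO background. For mitotic prometaphase it was 0.108 and 0.128. All 3 double knockout libraries lay above all 3 LIN9 KO libraries for mitotic prometaphase (exact permutation test, two-sided, p = 0.1). For the S list, the scores were 0.10 ± 0.04, -0.20 ± 0.05 and -0.16 ± 0.04 (SD, n = 3), and all 3 Sav1 KO libraries lay above all 3 controls (exact permutation test, two-sided, p = 0.1). From the suppression of these gene sets in double mutants, the paper concludes that their elevated expression in Sav1 mutant hearts requires the function of MMB.

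**Figure D1:**
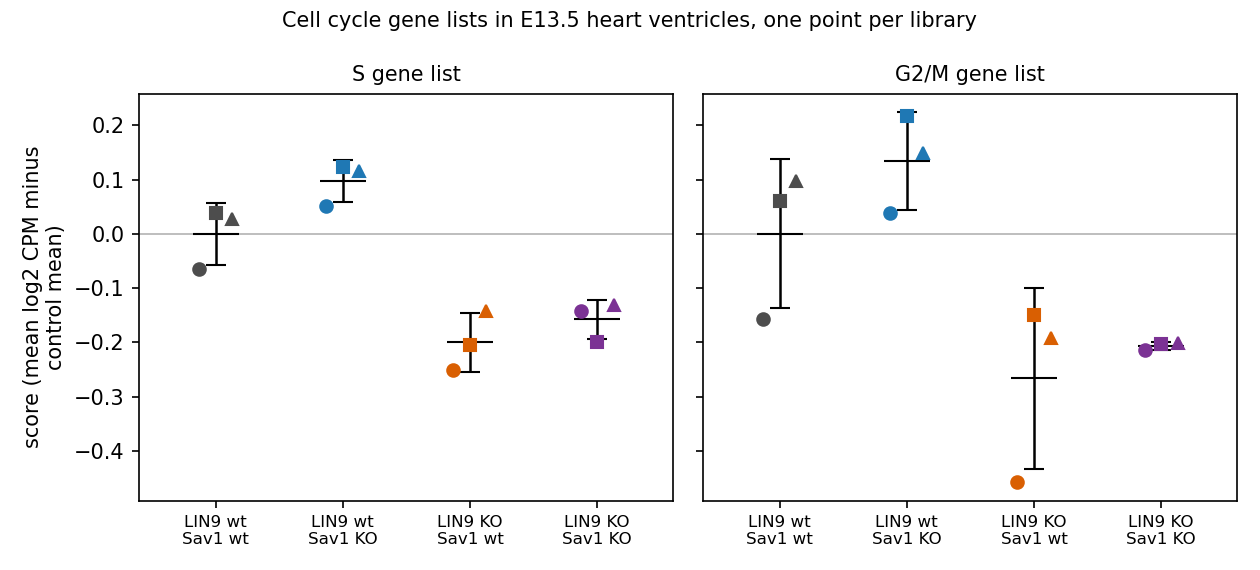
Score of the S and G2/M gene lists (mean log2 CPM over the genes of the list, minus the mean of LIN9 wt Sav1 wt ventricles) in E13.5 heart ventricles of 4 genotypes. Each point is 1 library, its shape gives the replicate number, and the lines show mean and SD (n = 3). All LIN9 KO and double knockout libraries lie below all Sav1 KO libraries for both lists.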

By RT-qPCR we independently validated that a set of cell cycle target genes were activated in *Sav1* mutated hearts, downregulated in *Lin9* mutated hearts and remained downregulated in hearts isolated from double mutant embryos (Fig 2C).

**Fig 2:**
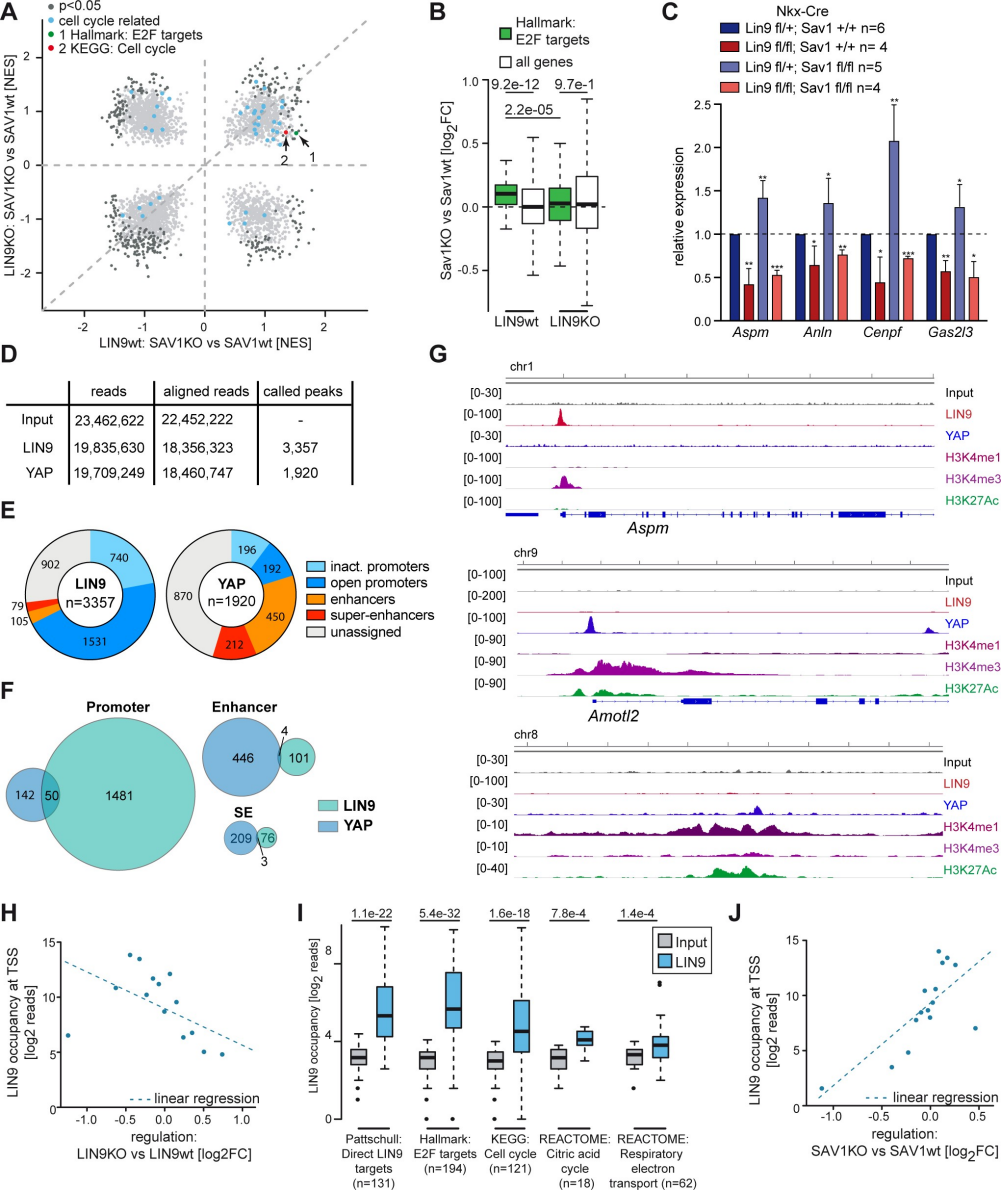
Cell cycle genes upregulated in *Sav1* knockout hearts are direct targets of LIN9. A) GSEA comparing the effect of deletion of *Sav1* in Nkx-Cre LIN9 wt and LIN9 KO heart ventricles at E13.5. Gene sets related to cell cycle are highlighted in blue. NES: normalized enrichment score. B) Boxplot comparing differences in E2F target gene expression between *Nkx2*.*5-Cre; Sav1*^*fl/fl*^ (Sav1 KO) and *Nkx2*.*5-Cre; Sav1*^*+/+*^ (Sav1 wt) heart ventricles in *Lin9*^*fl/fl*^ (LIN9 KO) or *Lin9*^*fl/+*^ (LIN9 wt) background. C) Expression of the indicated genes relative to actin and *Hprt* in heart ventricles of embryos with the indicated genotypes was analyzed by RT-qPCR. D) E16.5 hearts were subjected to ChIP-seq using antibodies specific for LIN9 and YAP. The table shows the number of reads, aligned reads and called peaks. E) Genomic localization of LIN9 and YAP in fetal (E16.5) heart ventricles. Active promoters, enhancers and super-enhancers are defined based on publicly available ChIP-seq data for histone marks. F) Venn diagram showing the overlap between binding by LIN9 and YAP in E16.5 hearts. G) Genome browser tracks illustrating the binding of LIN9 to the Aspm promoter and binding of YAP to the Amotl2 promoter and to an intergenic enhancer. ChIP-seq data for histone modifications are from ENCODE (GSE31039). Additional examples are shown in S2D Fig. H) Bin plot correlating changes in gene expression in Nkx-Cre; Lin9^fl/fl^ heart ventricles with binding of LIN9 to the promoter. Analyzed was a region 1kb upstream the TSS and input signals were subtracted. 15,642 expressed genes were grouped into 15 bins and the mean of each bin is plotted. Dashed line: Regression based on a linear model. I) Boxplot depicting LIN9 binding to genes from the gene sets shown in S2A and S2D Fig. Analyzed was a region of +/-250bp around the TSS. J) Bin plot correlating changes in gene expression after *Sav1* knockout in *Nkx2*.*5-Cre* hearts with binding of LIN9 to the promoters at E16.5. Analysis was performed as in H.

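The Hallmark set of E2F targets was not used here. Of the sets at hand, the 27 genes of E2F-mediated regulation of DNA replication had log2 fold changes after Sav1 deletion with quartiles of 0.0094 and 0.14 in the LIN9 wt background, and of -0.05 and 0.18 in the LIN9 KO background around a median of 0.06. Compared with all other genes, the two-tailed Wilcoxon rank sum test for these n = 27 genes gave p = 0.0165 in the LIN9 wt and p = 0.359 in the LIN9 KO background, and the signed-rank test between the backgrounds gave p = 0.782. The same tests gave p = 5.56e-05, p = 0.792 and p = 0.00281 for the G2/M list (n = 54 genes) and p = 2.33e-04, p = 0.677 and p = 0.0107 for the S list (n = 42 genes). For the mitotic cell cycle (n = 378 genes), the values were p = 1e-06, p = 0.105 and p = 0.409. For mitotic prometaphase (n = 95 genes), they were p = 5.26e-06, p = 0.00908 and p = 0.768, with medians of 0.0771 and 0.0662. By these tests, mitotic prometaphase stayed higher after Sav1 deletion in the LIN9 KO background. DNA replication (n = 93 genes) gave p = 0.0376, p = 0.526 and p = 0.029, and the S1 Table genes (n = 13) p = 0.00126, p = 0.526 and p = 0.442. The median over all 17675 genes was 1e-04 in the LIN9 wt and 0.0013 in the LIN9 KO background. These tests treat genes as independent replicates, which genes of 1 pathway are not.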

To find out whether cell cycle genes upregulated in *Sav1* hearts are direct targets of MMB, we performed chromatin immunoprecipitation experiments followed by high-throughput sequencing (ChIP-seq) (Fig 2D). We identified 3,357 binding sites for LIN9 in the fetal heart. By comparison with previously reported ChIP-seq data of histone modifications characteristic for active promoters and enhancers, most LIN9 binding sites are located in active promoters while less than 5% of LIN9 sites are found in enhancers or super-enhancers (Fig 2E, S2C Fig). ChIP-seq of YAP in E16.5 hearts showed that YAP predominantly binds to enhancers and super-enhancers rather than to promoters (Fig 2E), which is consistent with recent genome wide studies in human cell lines [14,24–26]. Consequently, there was little overlap in the binding of YAP and LIN9 (Fig 2F, S2C Fig). Genome browser tracks of LIN9 and YAP-bound promoters and of YAP-bound enhancers illustrating these findings are shown in Fig 2G and S2D Fig.

To identify the direct targets of LIN9 in the heart, we plotted changes in gene expression upon deletion of *Lin9* against the density of promoter-bound LIN9. This revealed a correlation between genes that are activated by LIN9 (i.e. that are downregulated after deletion of *Lin9*) and promoter binding of LIN9 (Fig 2H). In particular, LIN9 strongly bound to the promoters of cell cycle genes and E2F target genes (Fig 2I). 

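LIN9 KO ventricles with wild-type Sav1 were also compared with LIN9 wt ventricles in a separate experiment at E13.5, with 3 libraries per genotype, made and counted in the same way. Its libraries were deeper, with 9485599 to 9522834 counts (median 9518260) in LIN9 wt and 9556976 to 9615274 counts (median 9606803) in LIN9 KO ventricles. The 19752 genes with a mean count above 1 over these 6 libraries were tested. On the gene level, Lin9 went from 25.6 ± 4.19 CPM (SD, n = 3) in LIN9 wt to 20.6 ± 1.21 CPM (SD, n = 3) in LIN9 KO ventricles (log2 fold change -0.31, standard error 0.14, adjusted p = 0.13 from edgeR with Benjamini-Hochberg adjustment).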

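Among the gene sets fixed before the data were examined, respiratory electron transport and the citric acid cycle fell most in LIN9 KO ventricles. In the separate experiment with 6 libraries, 71 of 73 tested genes of respiratory electron transport were lower in LIN9 KO, with a median log2 fold change of -0.49 (camera, Benjamini-Hochberg adjusted p = 6.67e-23), and in the experiment with 4 genotypes, 70 of 73 were lower, with a median of -0.61 (8.3e-30, same adjustment). All 19 tested genes of the citric acid cycle were lower in both, with medians of -0.59 (1.65e-15) and -0.66 (6.93e-15, same adjustment). The NES of respiratory electron transport was -2.70 (p = 0.00186 from permutations over genes, Benjamini-Hochberg adjusted p = 0.0283) and -2.90 (p = 0.00251 from permutations over genes, Benjamini-Hochberg adjusted p = 0.0446). These NES calls lie near the limit that 1000 permutations allow. They were lost in all 6 fits that left out 1 library in the separate experiment (NES from -2.66 to -2.38), and in the other experiment in all such fits (from -2.63 to -2.48) except the one without control replicate 1. For striated muscle contraction, 15 and 17 of 27 genes were lower, with medians of -0.26 (camera, Benjamini-Hochberg adjusted p = 3.21e-05) and -0.12 (6.7e-05, same adjustment), and without LIN9 KO replicate 3 these medians were -0.04 and -0.44. Ion channel transport went the other way, with 86 of 139 genes higher and a median of 0.08 (camera, Benjamini-Hochberg adjusted p = 0.248), and with 78 of 125 genes higher and a median of 0.17 (0.125, same adjustment), or 0.08 without control replicate 1. These calls of camera held under fry, and ion channel transport passed only under fry (Benjamini-Hochberg adjusted p = 0.0309 and 5.73e-04, higher in LIN9 KO).
Over all genes, 4131 of 19752 differed in the separate experiment (2199 higher, 1932 lower in LIN9 KO) and 4103 of 17675 in the experiment with 4 genotypes (2252 higher, 1851 lower). The first count was 2732 without control replicate 3. Of the genes past the threshold whose groups did not overlap, which is 10% of genes by chance, the largest decreases were in Ky (log2 fold change -3.78), Slc26a10 (-2.54) and Gm13111 (-2.53) in the former, and in Ky (-2.84), Cacng6 (-2.51) and Ckm (-2.44) in the latter. Large increases were in Hbq1b (3.73), Hbb-bh1 (3.67) and Rhag (3.61), and in Gdf15 (4.10) and Hsd3b6 (3.92), respectively. Hbb-bh1 and Rhag lost their calls without LIN9 KO replicate 2, and reads of the haemoglobin genes, a family of similar copies, are uncertain as to the copy.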

While overall LIN9-binding correlated with expression changes, LIN9 only weakly bound to the promoters of some gene sets that are also downregulated in *Lin9* knockout hearts, including genes related to mitochondrial function, oxidative phosphorylation, metabolism, heart muscle contraction and ion channel activity (Fig 2I, S2E and S2F Fig). Downregulation of these genes is likely an indirect consequence of loss of *Lin9*. Strikingly, plotting changes in gene expression upon cardiac-specific deletion of *Sav1* against LIN9-promoter occupancy showed that promoters of genes activated in *Sav1* knockout hearts were bound by LIN9, indicating that they are direct targets of MMB (Fig 2J). Altogether these data support the idea that YAP activates LIN9-bound cell cycle promoters from distant enhancers as previously shown in human MCF10A cells [14]. In summary, the deletion of *Sav1* hyperactivates YAP, which in turn results in induction of cell cycle genes whose promoters are bound by LIN9.

### Lin9 is required for proliferation of Hippo-deficient postnatal cardiomyocytes

Deletion of *Lin9* in heart progenitor cells by Nkx2.5-Cre resulted in embryonic lethality due to defects in cardiomyocyte proliferation and division resulting in enlarged nuclei and leading to reduced thickness of the compact myocardium of both ventricles (Fig 3A–3D, S3A Fig). The *Nkx2*.*5-Cre; Lin9*^*fl/fl*^*; Sav*^*fl/fl*^ double knockout mice phenocopied the morphological defects of *Nkx2*.*5-Cre; Lin9*^*fl/f*l^ single mutants (S3B Fig). This is consistent with the reduced expression of cell cycle genes in the hearts of *Nkx2*.*5-Cre; Lin9*^*fl/fl*^ and *Nkx2*.*5-Cre; Lin9*^*fl/fl*^*; Sav*^*fl/fl*^ double knockout mice.

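In LIN9 KO ventricles of the experiment with 4 genotypes, all 7 cell cycle sets were lower than in LIN9 wt, with medians from -0.39 to -0.13, and all passed camera and fry. The scores of DNA replication, the E2F set and the S list were lower in all LIN9 KO libraries than in all controls (exact permutation test, two-sided, p = 0.1 each). Scores overlapped for the G2/M list and the mitotic cell cycle (exact permutation test, p = 0.2 each). They also did for mitotic prometaphase and the S1 Table genes (exact permutation test, p = 0.3 each). The G2/M list had a median log2 fold change of -0.35, with 41 of 54 genes lower (camera, Benjamini-Hochberg adjusted p = 2.23e-05). In the separate experiment, 3 of the 7 sets passed fry. The E2F set passed only there (median -0.06, 17 of 27 genes lower, fry, Benjamini-Hochberg adjusted p = 0.0257). Its score was lower in all 3 LIN9 KO libraries than in all controls (exact permutation test, two-sided, p = 0.1). In this experiment, 2 sets passed camera, the G2/M list (median -0.27, 45 of 54 genes lower, Benjamini-Hochberg adjusted p = 5.06e-05) and the genes of S1 Table. The S list was not lowered there, with 21 of 42 genes lower and a median of -0.0018 (0.244, same adjustment), a sign that turned with edgeR's default filter (0.0082), with the haemoglobin genes left out (0.0016) and without LIN9 KO replicate 2 or 3 or control replicate 2 (up to 0.03).
In double knockout ventricles, 3648 genes differed from LIN9 wt Sav1 wt ventricles (1888 higher, 1760 lower), and 2419 without double knockout replicate 2. Large increases were in Spp1 (log2 fold change 4.02) and Gdf15 (3.88), and the 3 largest decreases in Ky (-2.81), Cacng6 (-2.20) and Ckm (-2.18). All 7 cell cycle sets were lower, with medians from -0.31 to -0.02, and all passed camera, while mitotic prometaphase did not hold under fry (Benjamini-Hochberg adjusted p = 0.0718). The scores of mitotic prometaphase overlapped with the controls, as did those of the mitotic cell cycle and the S1 Table genes (exact permutation test, two-sided, p = 0.4 each for the latter pair). Those of the G2/M and S lists, DNA replication and the E2F set did not (exact permutation test, p = 0.1 each). The G2/M list fell by a median log2 fold change of -0.31, with 42 of 54 genes lower (camera, Benjamini-Hochberg adjusted p = 5e-07), and had an NES of -2.35 (Benjamini-Hochberg adjusted p = 0.0295). Compared with Sav1 KO ventricles, 4132 genes differed in double knockouts (2078 higher, 2054 lower), with the largest increases in Ermap (3.77), Gdf15 (3.63) and Kel (3.47) and the largest decreases in Ky (-2.54), Ppp1r1b (-2.49) and Prkag3 (-2.33). The G2/M list had a median log2 fold change of -0.40 in this comparison, with 46 of 54 genes lower (camera, Benjamini-Hochberg adjusted p = 4.84e-10).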

**Fig 3:**
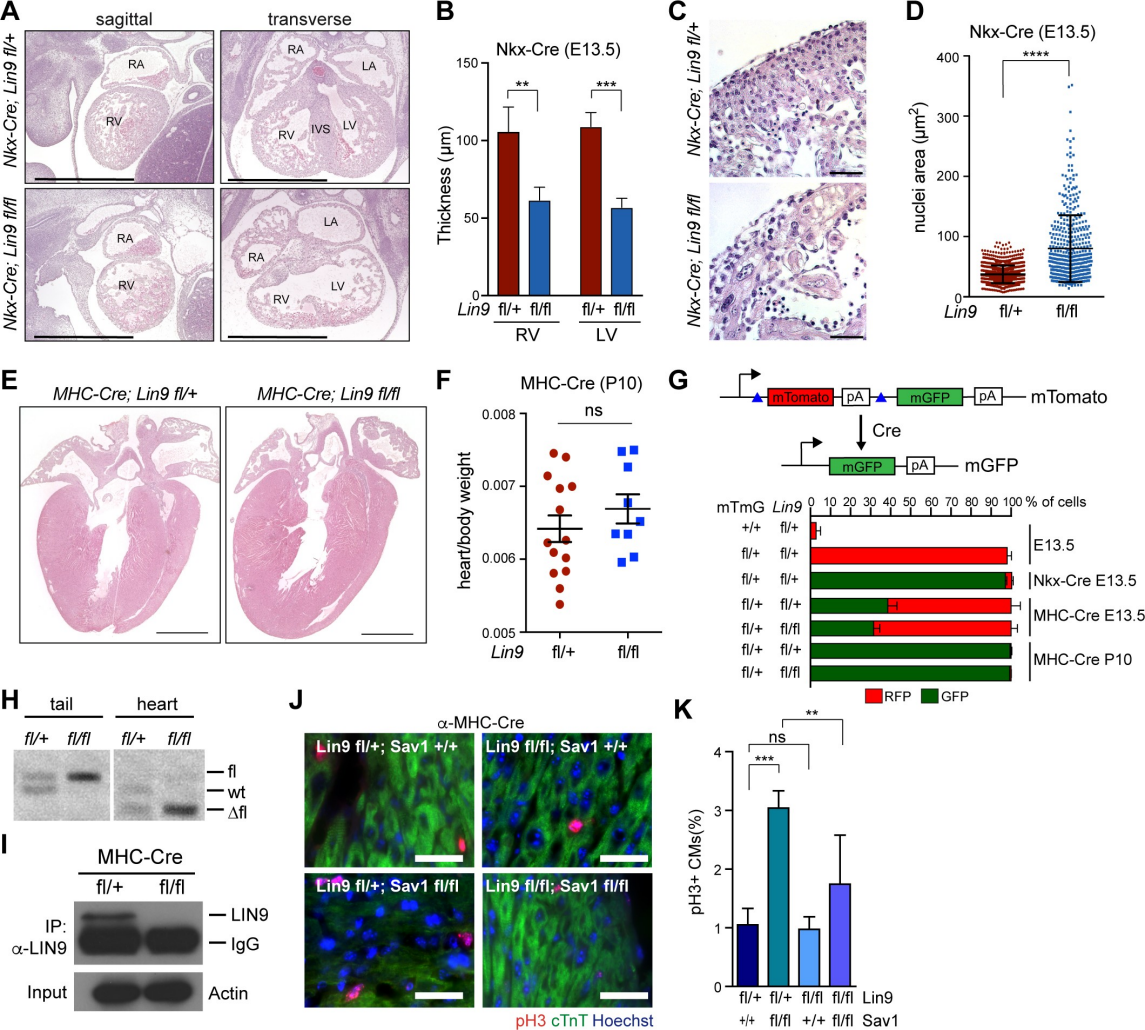
LIN9 is required for cardiomyocyte proliferation in Hippo-deficient postnatal hearts. A) H&E-stained sagittal and transverse sections of embryonic E13.5 hearts of mice with the indicated genotypes. RA: right atrium, RV: right ventricle, LA: left atrium, LV: left ventricle, IVS: interventricular septum. Scale bar: 1 mm B) Thickness of the right and left ventricular compact myocardium. n = 5 *Lin9*^*fl/+*^ hearts and n = 3 *Lin9*^*fl/fl*^ hearts. C) High magnification of the myocardium of *Lin9*^*fl/fl*^ embryonic hearts demonstrating pleomorphic and enlarged nuclei. Scale bar: 25μm D) Quantification of the nuclear area in the myocardium of *Lin9*^*fl/+*^ and *Lin9*^*fl/fl*^ embryonic hearts. E) H&E-stained sections of hearts from *α-MHC-Cre; Lin9*^*fl/+*^ and *α-MHC-Cre; Lin9*^*fl/fl*^ mice at P10. Scale bar: 1 mm F) heart to body weight of *α-MHC-Cre; Lin9*^*fl/+*^ and *α-MHC-Cre; Lin9*^*fl/fl*^ mice at P10. n = 14 control mice and n = 9 *Lin9*^*fl/fl*^ mice. G) Top: Scheme of the mT/mG reporter. Upon expression of Cre-recombinase, mTomato is deleted and mGFP is activated. Bottom: Quantification of mTomato (mT) and mEGFP (mG) positive cardiomyoyctes. n = 3 to 4 mice per genotype. Example FACS data are shown in S3D Fig. H) PCR genotyping using primers to detect the wt, fl and Δfl allele of *Lin9* demonstrating efficient deletion of *Lin9* in the hearts of 10 days old *α-MHC-Cre; Lin9*^*fl/fl*^ mice. Genomic DNA extracted from tail biopsies was used as control. I) To confirm that the LIN9 protein is lost in *α-MHC-Cre; Lin9*^*fl/fl*^ hearts, lysates from P10 hearts with the indicated genotypes were immunoprecipitated and immunoblotted with anti-LIN9 antibodies. Immunoblotting of lysates with an Actin antibody served as a control. IgG denotes the heavy chain of the immunoprecipitating primary antibody. J) and K) Fraction of pH3-positive cardiomyocytes in the hearts of 10 days old mice with the indicated genotypes. Cardiomyocytes were identified by staining for cTnT. Scale bar 25μm. *Lin9*^*fl/+*^; *Sav1*^*+/+*^ n = 3, *Lin9*^*fl/+*^; *Sav1*^*fl/fl*^ n = 6, *Lin9*^*fl/fl*^*;Sav1*^*+/+*^ n = 3 and *Lin9f*^*l/fl*^*;Sav1*^*fl/fl*^ n = 7. B),D), I): Error bars indicate SDs. Error bars indicate SEM. Student’s t-test. * = p<0.05, ** = p<0.01, *** = p<0.001, ns = not significant.

To circumvent the embryonic lethality associated with deleting *Lin9* in early cardiac precursors, we used a transgenic mouse line with Cre recombinase driven by the alpha-MHC-promoter, which is active at a later stage during heart development compared to *Nkx2*.*5-Cre* [27]. *α-MHC-Cre; Lin9*^*fl/fl*^ mice survived into adulthood without any obvious heart phenotype and without differences in the heart to body weight when compared to heterozygous control animals (Fig 3E and 3F, S3C Fig). To investigate the efficiency of Cre mediated deletion in the heart, we used a *mT/mG* reporter strain [28]. Upon Cre-induced recombination of the *mT/mG* reporter gene, membrane bound Tomato (mT) is removed and the expression of membrane bound EGFP (mG) is activated (Fig 3G, S3D Fig). In control mice that do not harbor any Cre recombinase, no recombination of the *mT/mG* reporter gene took place and more than 95% of cardiomyocytes exhibited red fluorescence, as expected. After combining *Nkx2*.*5-Cre* with the *mT/mG* reporter strain more than 95% of cardiomyocytes exhibited green fluorescence in 13.5 dpc hearts, indicating efficient recombination. In contrast, in *α-MHC-Cre; mT/mG* mice, a much smaller proportion of about 30–40% cardiomyocytes were GFP positive at E13.5. The relative low recombination frequency in *α-MHC-Cre* mice at this developmental time point can explain the lack of an embryonic heart phenotype in *α-MHC-Cre*; *Lin9*^*fl/fl*^ mice. However, at P10, recombination in the heart of *α-MHC-Cre* mice was almost 100%. Cardiac specific deletion of *Lin9* in *α-MHC-Cre* mice at P10 was confirmed by genomic PCR and, importantly, the absence of the LIN9 protein was validated by IP-western (Fig 3H and 3I). Taken together while early cardiac deletion of *Lin9* caused a dramatic and embryonal lethal phenotype, postnatal deletion by *α-MHC-Cre* did not result in a heart phenotype.

In hearts of 10 days old wildtype mice, LIN9 remained associated with chromatin as determined by ChIP-seq (S3E–S3G Fig). The overall chromatin binding pattern of LIN9 was similar in embryonic and postnatal hearts and the shared binding sites reflect high confident LIN9-binding sites (S3G–S3J Fig).

To address whether LIN9 is required for mitosis of postnatal cardiomyocytes in Hippo-deficient hearts, we next crossed *α*-*MHC-Cre; Lin9*^*fl/fl*^ mice to *Sav1*^*fl/fl*^ mice. Under normal conditions, there are almost no dividing cardiomyocytes in the postnatal heart, as expected. The deletion of *Sav1* robustly increased the fraction of mitotic cardiomyocytes (Fig 3J and 3K). Strikingly, this phenotype was suppressed when *Lin9* was lacking and the fraction of mitotic cardiomyocytes remained low in *α-MHC-Cre*; *Sav1*^*fl/fl*^*; Lin9*^*fl/fl*^ double mutant mice, indicating a role for MMB in mitotic entry of postnatal cardiomyocytes due to Hippo deficiency (Fig 3J and 3K).

Thus, LIN9 is dispensable in the postnatal heart probably because cardiomyocytes hardly divide at this time point. However, LIN9 becomes necessary for ectopic cardiomyocyte proliferation in the absence of SAV1.

### Cardiomyocyte proliferation by activated YAP requires LIN9

To directly test whether increased cardiomyocyte proliferation due to activated YAP depends on MMB, we transduced neonatal cardiomyocytes with an adenovirus expressing a constitutive active version of YAP in which S127, the site of the inactivating phosphorylation by LATS kinases, is mutated to alanine (Fig 4A). To determine the requirement of MMB for YAP(S127A) induced proliferation, we used cardiomyocytes isolated from mice with a conditional allele of *Lin9* (*Lin9*^*fl/fl*^) and expressing a hormone inducible CreER recombinase that can be activated by the addition of 4-hydroxytamoxifen (4-OHT) (Fig 4B). Treatment with 4-OHT resulted in efficient deletion of *Lin9* in neonatal *Lin9*^*fl/fl*^; *CreER* cardiomyocytes (Fig 4C). Expression of YAP(S127A) robustly induced mitotic entry of embryonic E14.5 and postnatal P1 cardiomyocytes, as reported before [5,9] (Fig 4D and 4E, S4A and S4B Fig). Importantly, when *Lin9* was deleted by treatment with 4-OHT, the increase in pH3 positive cells by YAP(S127A) was strongly suppressed, indicating that YAP requires MMB to promote cardiomyocyte proliferation (Fig 4D and 4E, S4A and S4B Fig).

**Fig 4:**
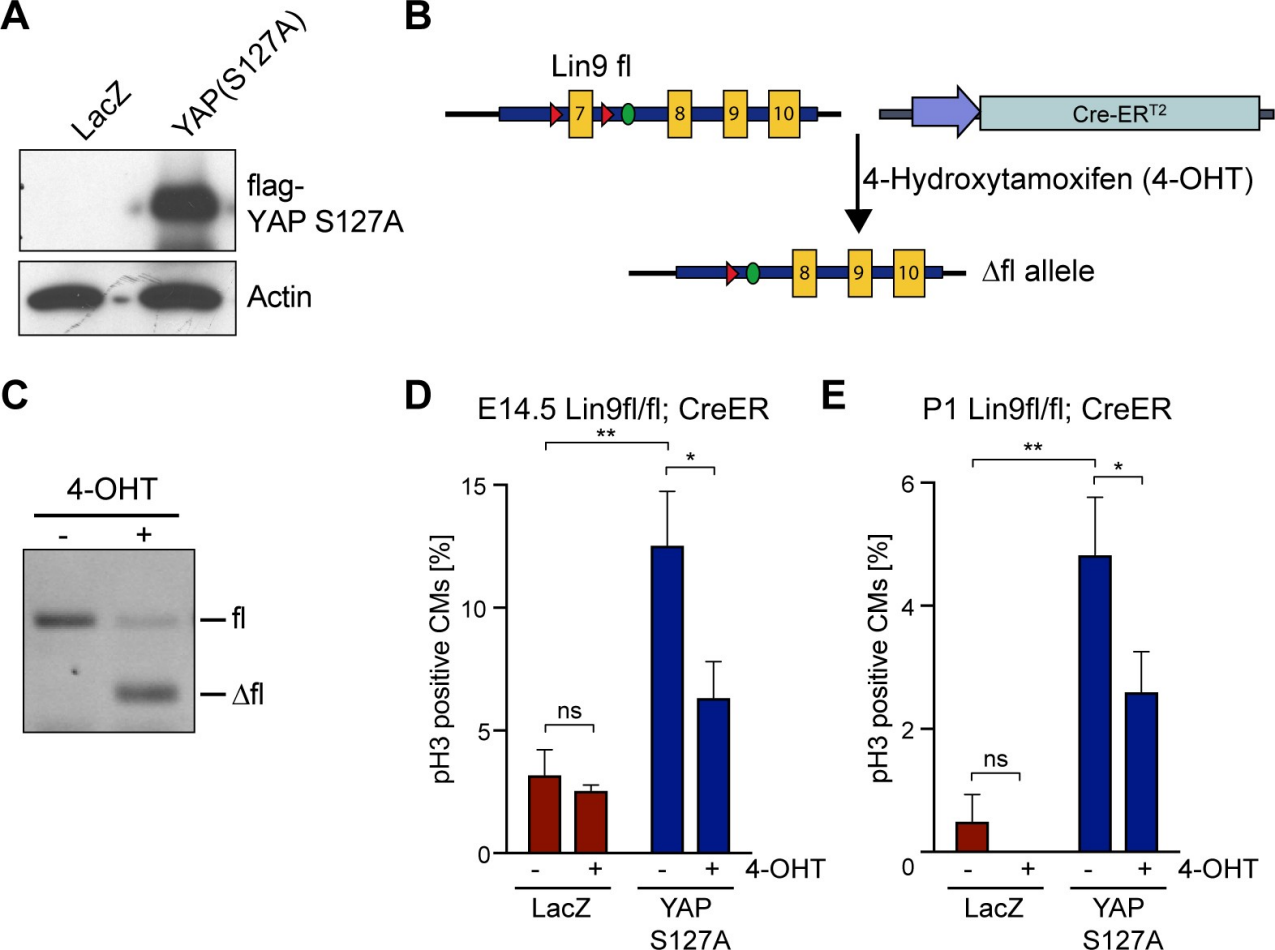
Cardiomyocyte proliferation by activated YAP requires MMB. A) Cardiomyocytes isolated from neonatal (P1) *Lin9*^*fl/fl*^; *CreER*^*T2*^ mice were transduced with a LacZ control (Ade-LacZ) or FLAG-YAP(S127A) expressing adenovirus. Expression of YAPS127A was verified by immunoblotting with a flag-antibody 72 hours after adenoviral transduction. Actin served as a control. B) Scheme of the floxed Lin9 locus and the *CreER*^*T2*^ transgene. After addition of 4-OHT, *CreER*^*T2*^ is activated to delete the floxed exon 7 of Lin9 [37]. Lox sites are indicated by red triangles. C) Cardiomyocytes isolated from *Lin9*^*fl/fl*^; *CreER*^*T2*^ hearts were treated without and with 4-OHT as indicated and the deletion of *Lin9* was verified by genomic PCR. D) and E) Embryonal (E14.5) *Lin9*^*fl/fl*^; *CreER*^*T2*^ cardiomyocytes (D) or postnatal (P1) cardiomyocytes (E) were transduced with Ade-LacZ or with Ade-YAP[S127A] and treated with or without 4-OHT. The fraction of pH3-positive cardiomyocytes was quantified. Example microphotographs are shown in S4 Fig. Error bars show SDs of biological replicates (n = 3).

### YAP physically interacts with MMB in cardiomyocytes

YAP and MMB could independently regulate a similar set of genes required for cell cycle regulation or they could cooperate by binding to each other. To address these possibilities, we next investigated whether YAP and B-MYB interact in the heart. Proximity ligation assays (PLA) showed that YAP indeed interacted with B-MYB in embryonic cardiomyocytes (Fig 5A and 5B). The interaction was specific, as demonstrated by the loss of the PLA signal upon siRNA-mediated depletion of B-MYB or YAP (Fig 5A and 5B). YAP also interacted with LIN9, a core subunit of the MuvB complex that is required for binding of B-MYB to MuvB [29]. Binding between YAP and LIN9 was specific as demonstrated by siRNA mediated depletion of LIN9 or YAP (Fig 5A and 5B). Furthermore, the PLA signal was lost when one of the two antibodies was omitted or after genetic deletion of *Lin9* in *Nkx2*.*5-Cre; Lin9*^*fl/fl*^ cardiomyocytes, providing further evidence for an interaction between YAP and MMB in cardiomyocytes (Fig 5C and 5D).

**Fig 5:**
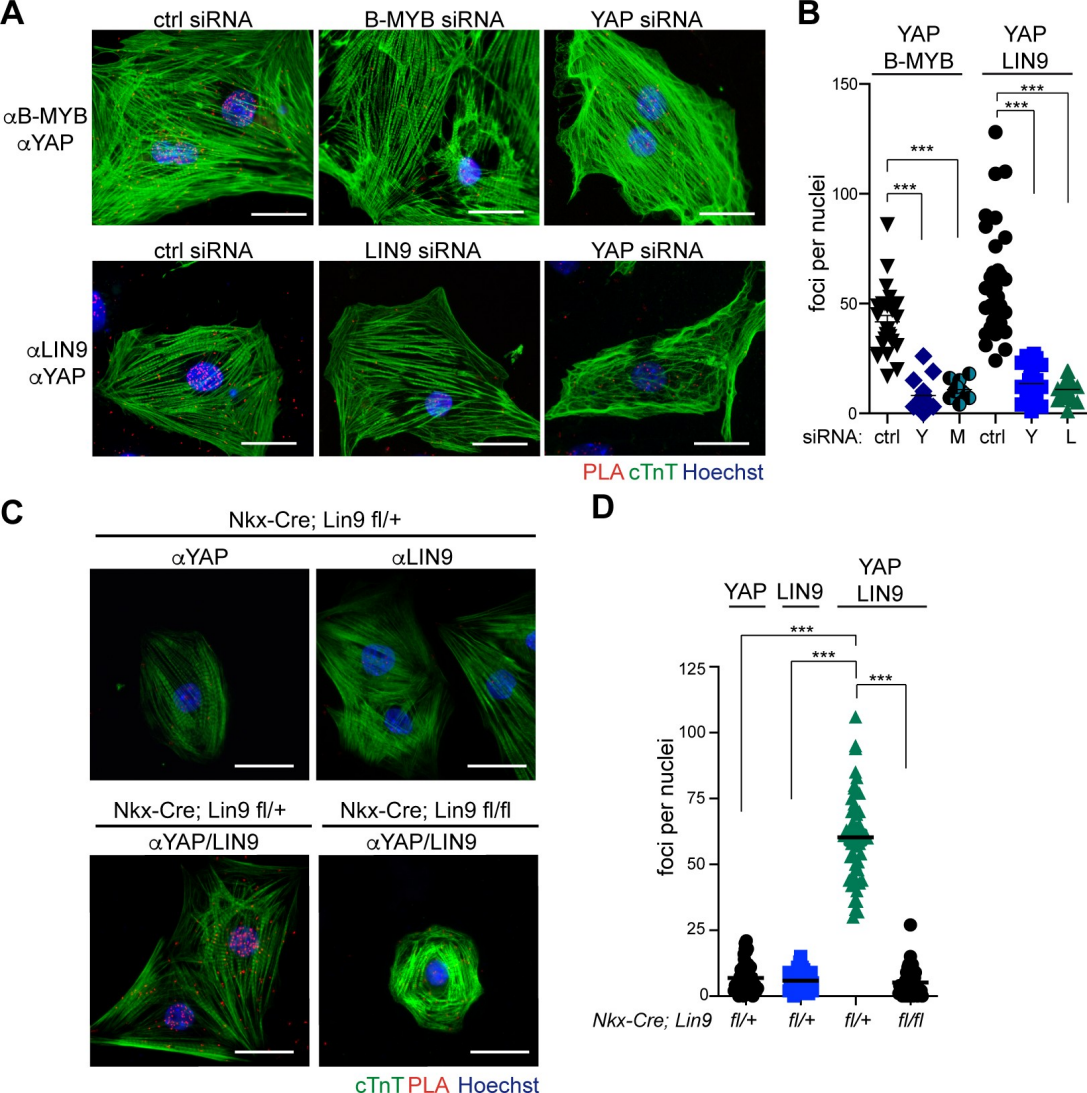
Interaction between YAP and MMB in cardiomyocytes. A) Proximity ligation assays (PLA) showing that YAP and LIN9 and YAP and B-MYB interact in the nuclei of E14.5 cardiomyocytes. siRNA mediated depletion of YAP/TAZ, LIN9 or B-MYB served as control. Interactions are indicated by red fluorescent dots. Cardiomyocytes were identified by immunostaining for cTnT (green). Bar: 25 μm B) PLA shown in A were quantified by counting the number of interactions per nucleus. C) PLA of YAP and LIN9 showing that the signal is lost when Lin9 is deleted in *Nkx2*.*5-Cre*, *Lin9*^*fl/fl*^ mice. Incubation with either YAP or LIN9 antibody served as an additional negative control. Cardiomyocytes were identified by immunostaining for cTnT (green). Bar: 25 μm. D) Quantification of the PLA shown in C.

### B-MYB interacts with the tandem WW domains of YAP

To gain further insights into the interplay between YAP and B-MYB and to develop tools to interfere with the interaction, we mapped the domains of YAP and B-MYB that are involved in the interaction. In co-immunoprecipitation experiments with HA-B-MYB and a set of truncated flag-tagged YAP constructs, B-MYB interacted with YAP only when the tandem WW domains were present. B-MYB did not interact with the C-terminal transactivation domain or the PDZ-binding motif of YAP (Fig 6A and 6B, S5A Fig). Internal deletion of the tandem WW domains abolished the binding, confirming that these domains are required for the YAP-B-MYB interaction (Fig 6C). To verify that the YAP WW domains mediate the interaction with B-MYB, we performed pulldown experiments with recombinant GST fused to the N-terminal part of YAP containing the TEAD-binding and WW domains (GST-TEAD-WW1/2) or just the two WW domains (GST-WW1/2) (S5B Fig). HA-B-MYB specifically bound to GST-TEAD-WW1/2 and GST-WW1/2 and but not to GST alone (Fig 6D). As a control, HA-TEAD4 only bound to GST-TEAD-WW1/2 containing the TEAD-binding domain, but not to GST alone or to GST-WW1/2. HA-tagged EB1, which was used as a negative control, did not bind to any of the GST constructs. Although B-MYB can independently bind to both WW domains, it more strongly interacted with the first WW domain and strongest binding of B-MYB was observed when both WW domains were present (S5C Fig).

**Fig 6:**
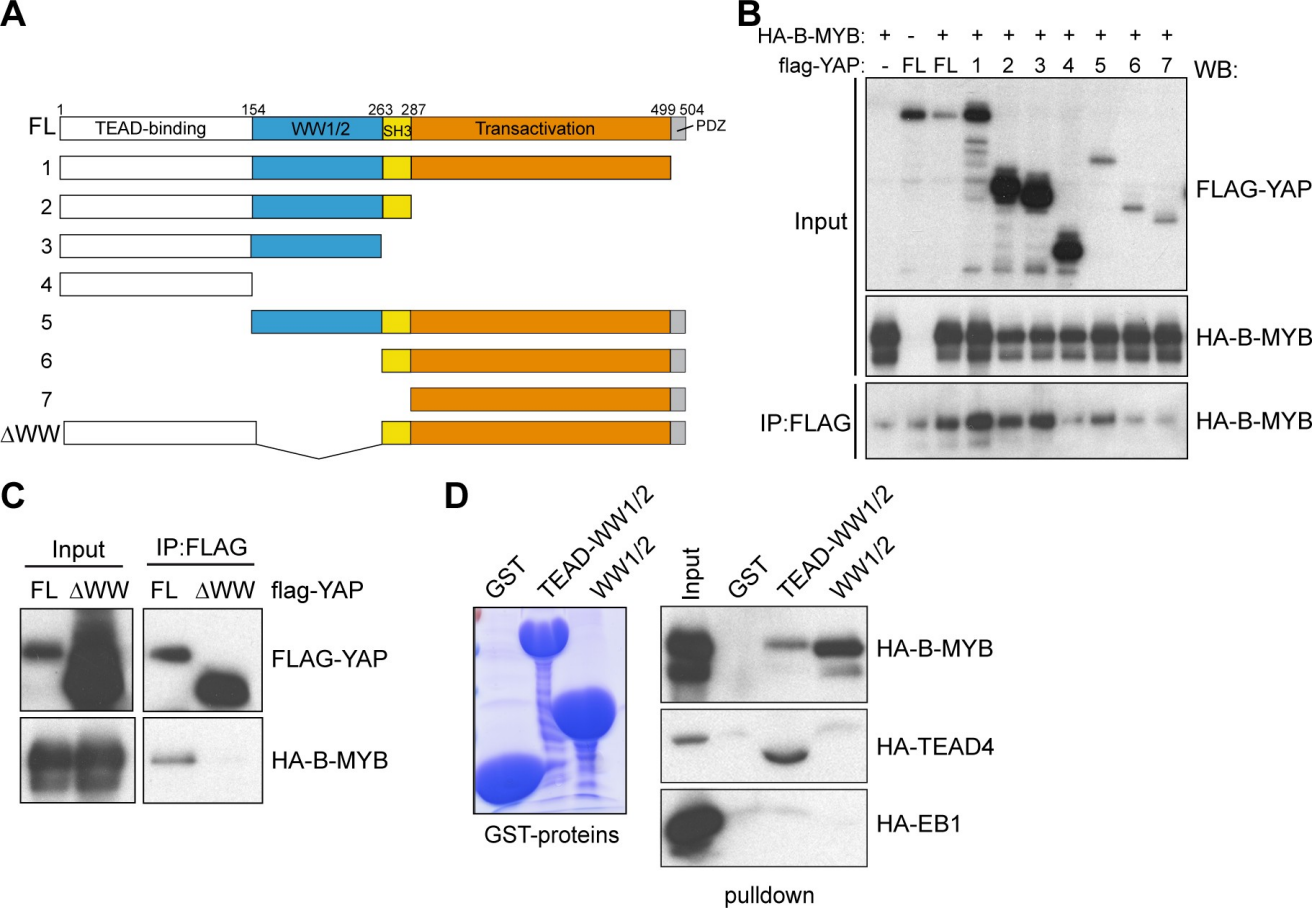
The WW domains of YAP mediate the interaction with B-MYB. A) Scheme of YAP deletion mutants used in co-immunoprecipitation experiments. B) Co-immunoprecipitation of ectopically expressed HA-B-MYB with flag-tagged YAP. Lysates of HeLa cells expressing HA-B-MYB and flag-YAP mutants (see A) were immunoprecipitated with flag-antiserum and immunoblotted with an anti-HA-antibody. 3% percent of total lysate was immunoblotted (Input). Background bands of faster mobility than the full-size proteins are most likely degradation products. A quantification of the experiment is provided in S5A Fig. C) Co-immunoprecipitation between flag-YAP and HA-B-MYB demonstrating that the WW domains of YAP are required for the interaction with B-MYB. D) Pulldown experiments with 5 μg of the indicated recombinant GST-fusion proteins and with HA-B-MYB, HA-TEAD4 and HA-EB1 expressed in HeLa cells. Bound proteins were detected with an anti-HA antibody. HA-TEAD was used as a positive control for the interaction with GST-YAP-TEAD-WW1/2 and HA-EB1 served as a negative control. A coomassie brilliant blue stained gel of the purified proteins is shown to the left.

### Overexpression of the YAP binding domain disrupts the B-MYB-YAP interaction and inhibits cardiomyocyte proliferation

Since YAP binds to the N-terminus of B-MYB and since the MMB-interaction domain (MBD) is located in the C-terminal region, the binding of YAP to B-MYB is likely not mediated by binding of YAP to the MuvB core [14,29]. In pulldown experiments with GST-WW1 and with a set of HA-tagged B-MYB deletion mutants we mapped the minimal binding site for YAP to amino acids 80 and 241 of B-MYB (Fig 7A and 7B). For example, B-MYB(2–241) robustly bound to YAP whereas B-MYB(2–79) and B-MYB(242–410) failed to bind to YAP (Fig 7B). The interaction between B-MYB and YAP could be indirect since exogenously expressed HA-B-MYB likely associates with additional cellular proteins. Purified, recombinant his-tagged B-MYB(2–241) interacted with GST-WW1/2, indicating that the binding between B-MYB and YAP is direct (Fig 7C).

**Fig 7:**
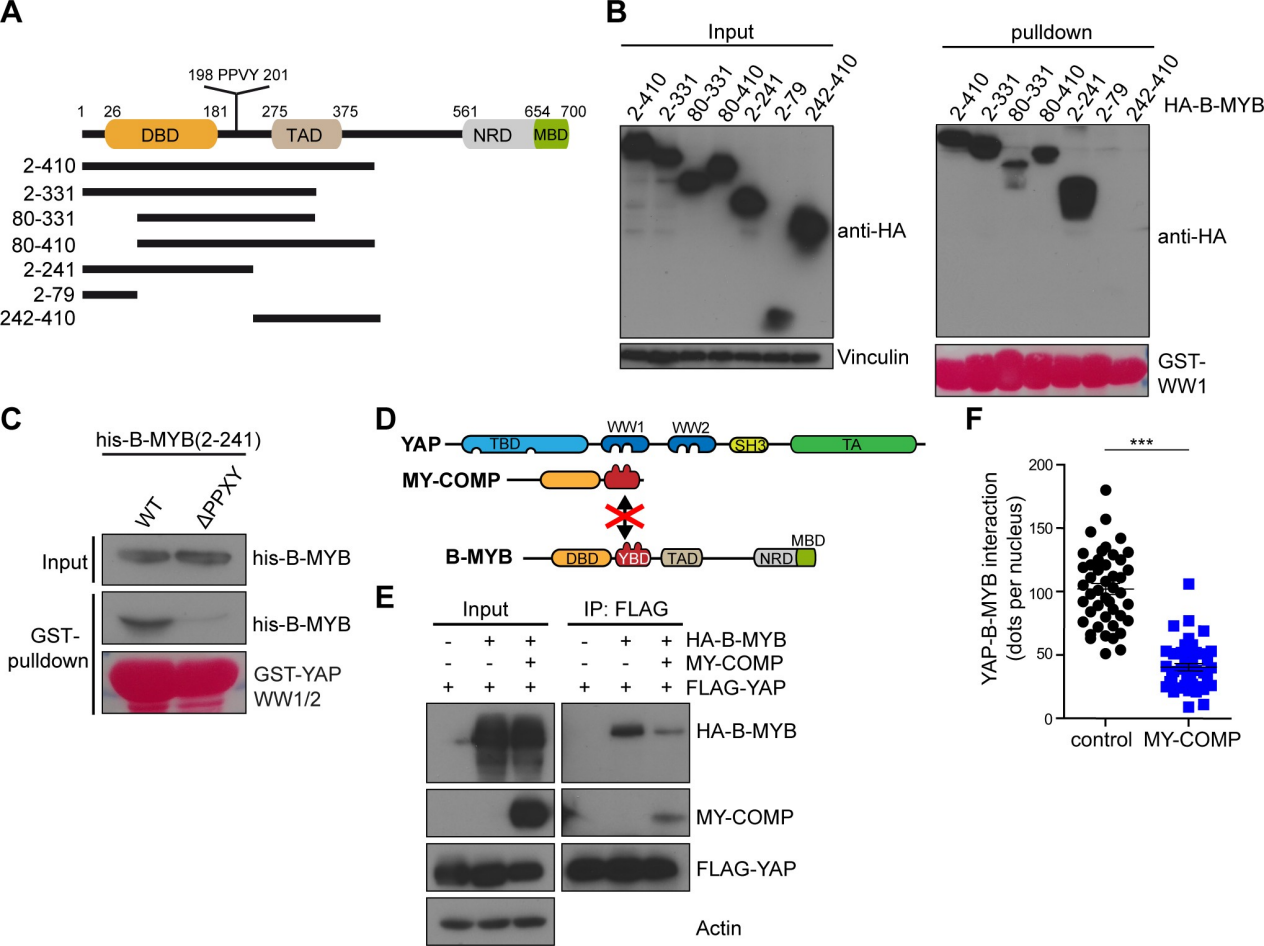
Disrupting the association between B-MYB and YAP by MY-COMP. A) Scheme of the domain structure of B-MYB and deletion constructs. B) Pulldown experiments with GST-WW1 and HA-tagged B-MYB constructs. Bound proteins were detected by immunoblotting with a HA antibody. Input: 3% of the lysate. Vinculin was used as a control. Recombinant GST-proteins were detected by Ponceau staining. C) Pulldown experiments with GST-WW and his-tagged B-MYB(2–241) and B-MYB(2–241,ΔPPXY). Bound B-MYB was detected with a his-antibody. Input: 3% of the recombinant his-tagged B-MYB constructs. Recombinant proteins were detected by Ponceau S staining. D) Scheme for the disruption of the YAP-B-MYB interaction by MY-COMP. E) HeLa cells were transfected with flag-YAP, HA-B-MYB and MY-COMP (HA-NLS-B-MYB(2–241)) as indicated. Flag-YAP was immunoprecipitation and bound HA-B-MYB was detected by immunoblotting. When MY-COMP was co-transfected, the interaction between flag-YAP and HA-B-MYB was decreased. Input: 3% of the lysate. A quantification is shown in Suppl. S6C Fig. F) PLA of endogenous YAP and B-MYB upon transfection of MY-COMP showing that the MY-COMP disrupts the interaction between YAP and B-MYB. Example microphotographs are shown in S6D Fig. Error bars indicate SEMs. Student’s t-test. *** = p<0.001.

To identify the region in B-MYB that is responsible for binding to the WW domains, we used an overlapping peptide library in μSPOT format that displayed the whole length of the B-MYB protein as 15mer peptides with 2 amino acid offset. The peptide array was incubated with GST-WW1/2 and binding was detected with an anti-GST antibody. These experiments confirmed direct binding of B-MYB to the WW domains of YAP and identified a 15 amino acid peptide containing a PPXY motif as the fragment with the highest YAP binding capacity (S6A and S6B Fig). Proline rich PPXY motifs are known ligands for the WW domain, a protein-interaction domain characterized by two tryptophan-residues separated by 20 to 22 amino acids [30,31]. To directly test whether the PPXY motif is required for binding to YAP, we performed pulldown experiments with a deletion mutant of recombinant B-MYB lacking the PPXY sequence (ΔPPXY). Compared to his-tagged B-MYB(2–241), binding of his-B-MYB(2–241,ΔPPXY) to the WW domains of YAP was strongly reduced (Fig 7C). The PPXY motif was also required for the interaction with YAP in the context of the full-length B-MYB protein in cells (S6C and S6D Fig). Taken together, these results indicate that the YAP interacting region of B-MYB is located between amino acids 80 and 241 of B-MYB and involves a PPXY motif.

Since B-MYB and YAP directly interact, we next asked whether overexpression of the YAP binding domain of B-MYB can interfere with the interaction of B-MYB with YAP due to direct competition for the binding site (Fig 7D). To address this possibility we created B-MYB(2–241) fused to a HA tag and a nuclear localization signal (HA-NLS-B-MYB-2-241), and named it MY-COMP for MYB-YAP competition. First, we expressed MY-COMP in cells and performed co-immunoprecipitation experiments. In HeLa cells that express MY-COMP, the amount of full-length HA-B-MYB co-precipitating with flag-YAP was strongly reduced when compared to control transfected cells (Fig 7E, S6E Fig). Expression of MY-COMP also interfered with the endogenous YAP and B-MYB interaction as determined by proximity ligation assays (PLA) (Fig 7F, S6F Fig).

Next, we asked whether the interaction between YAP and B-MYB is important for promoting proliferation in neonatal cardiomyocytes. We first tested whether the ability of YAP[S127A] to stimulate neonatal cardiomyocyte proliferation and to promote entry into mitosis depends on the WW domains, which mediate the binding to MMB. To do so, we transduced P1 cardiomyocytes with adenoviral constructs encoding for LacZ or YAP[S127A] (Fig 8A) and measured induction of mitosis and proliferation by phospho-H3 and Ki67 staining. While YAP[S127A] robustly induced mitosis and proliferation, YAP[S127A] lacking the WW domains (YAP[S127A/ΔWW]) failed to increase the fraction of pH3 and Ki67-positive cardiomyocytes (Fig 8B and 8C, S7A and S7B Fig). Similarly, a point mutant of YAPS127A deficient in binding to TEAD (YAP[S127A/S94A]), was also not able to increase proliferation and mitosis, indicating that these functions of YAP are TEAD dependent (Fig 8A–8C, S7A and S7B Fig).

**Fig 8:**
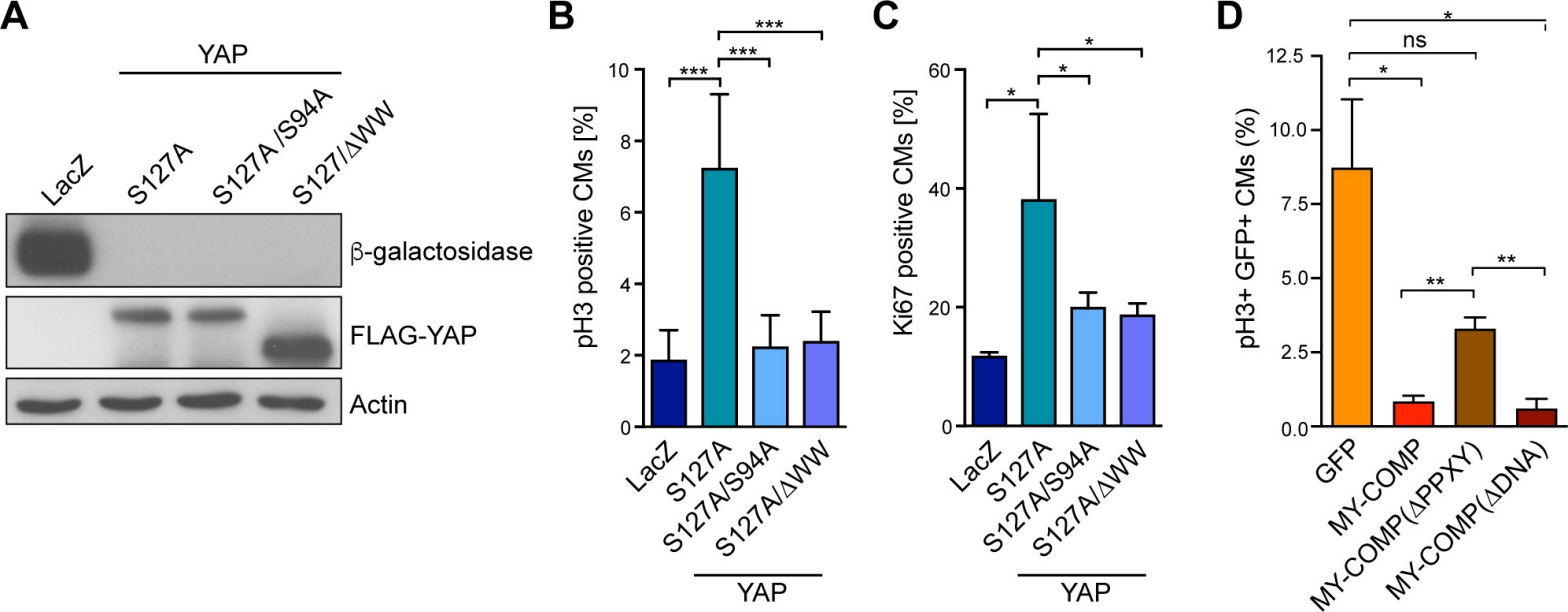
The YAP-B-MYB interaction is required for cardiomyocyte proliferation. A) Cardiomyocytes isolated from P1 hearts were transduced with Ade-LacZ, Ade-YAP[S127A], and Ade-YAP[S127A/S94A] or with Ade-YAP[S127A/ΔWW]. Expression of ß-galactosidase and of flag-tagged YAP constructs was verified by immunoblotting. Actin served as a loading control. B) and C) Cardiomyocytes were transduced with the constructs as described in A. The fraction of pH3-positive positive (B) and Ki67-positive (C) cardiomyocytes was determined. Example microphotographs are shown in S7A and S7B Fig. Error bars show SD. (B) n = 6–8, (C) n = 3–4 biological replicates. D) Disruption of the YAP-B-MYB interaction by MY-COMP inhibits mitosis of cardiomyocytes. Embryonal cardiomyocytes were infected with adenoviruses expressing GFP, MY-COMP, MY-COMP, ΔPPXY or with MYCOMP, ΔDNA each coupled to GFP through a T2A self-cleaving peptide. Infected cardiomyocytes were detected by staining for cTnT and by their green fluorescence. Mitotic cells were quantified by staining for phospho-H3. Example microphotographs are provided in S7C Fig. Error bars indicate SEMs. Student’s t-test. * = p<0.05, ** = p<0.01, *** = p<0.001, ns = not significant.

We next asked whether the interaction between YAP and B-MYB is critical for the high proliferation rate of embryonal cardiomyocytes. To address this question, we infected embryonal cardiomyocytes with an adenovirus expressing MY-COMP coupled to GFP through a T2A self-cleaving peptide. Infected cardiomyocytes were detected by their green fluorescence and by staining for cTnT (S7C Fig). Strikingly, staining for phospho-H3 showed that expression of MY-COMP strongly suppressed mitosis of embryonal cardiomyocytes (Fig 8D, S7C Fig). Importantly, this effect was diminished by deletion of the PPXY motif in MY-COMP, indicating that the ability to prevent proliferation correlates with the ability to disrupt the YAP-B-MYB interaction. The effect of MY-COMP is not due to interference with the DNA-binding of B-MYB, because expression of MY-COMP with a mutation in the DNA-binding domain that has been shown to prevent the interaction with DNA [32], showed the same phenotype. Taken together these observations are consistent with the notion that the YAP-dependent neonatal cardiomyocyte proliferation is mediated by the interaction of YAP with MMB.

### MMB target genes are downregulated in differentiated cells and re-activated by YAP

In another line of evidence, we investigated whether YAP is able to regulate MMB target genes in C2C12 cells. Co-immunoprecipitations confirmed that B-MYB and YAP interact in C2C12 myoblasts (Fig 9A). The MMB target genes CDC20 and TOP2A were expressed at high levels in asynchronously growing C2C12 cells and were downregulated during myogenic differentiation (Fig 9B). Expression of a constitutive active YAP(S127A) partially reverted the downregulation of these target genes in differentiated cells (Fig 9B). We next asked whether the re-induction of cell cycle genes in differentiated C2C12 cells is dependent on the YAP WW domains. C2C12 cells were differentiated into myotubes and then transduced with adenoviral constructs encoding for LacZ or for YAP mutants. The expression of YAP mutants was validated by immunoblotting (Fig 9C). Next, expression of cell cycle genes and YAP target gene was analyzed by RT-qPCR. Importantly, like the induction of proliferation of cardiomyocytes, the upregulation of MMB target genes in differentiated C2C12 cells by YAP was dependent on the WW and the TEAD-binding domains (Fig 9D). Strikingly activation of YAP target genes that are not regulated from distant enhancers but by binding of YAP to the proximal promoter, such as *Ctgf* and *Cyr61* and *Amotl2* (see Fig 2G and S2D Fig), did not require the WW domains, indicating that their induction is independent from binding to MMB (Fig 9D).

**Fig 9:**
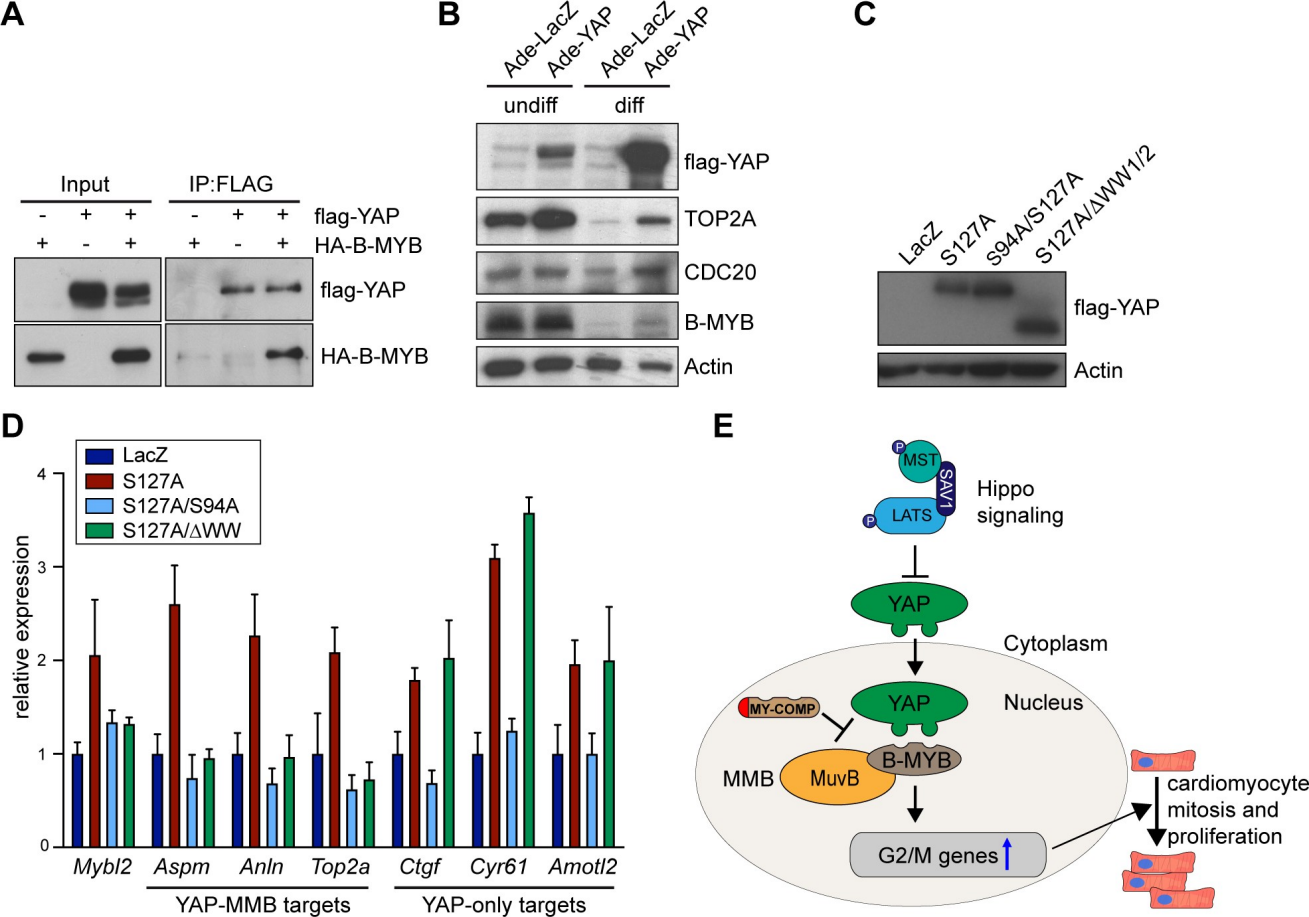
MMB target genes are downregulated in differentiated cells and re-activated by YAP. A) Co-immunoprecipitation of ectopically expressed flag-YAP and HA-B-MYB in C2C12 cells. IP, immunoprecipitation. Input: 3% of the amount used for IP was used. B) Undifferentiated C2C12 myoblasts (undiff) or differentiated C2C12 myotubes (diff) were infected with Ade-LacZ or Ade-YAP(S127A). After 2 days, the expression of the indicated proteins was analyzed by immunoblotting. Actin served as a loading control. C) and D) Differentiated C2C12 myotubes were infected with the indicated adenoviral expression constructs. C) The expression of the YAP constructs was analyzed by immunoblotting with a flag-antibody. Actin served as a loading control. D) mRNA expression of the indicated genes relative to *Actin* and *Hprt* was analyzed by RT-qPCR. Error bars show SD of technical triplicates from one representative experiment (n = 3). H) Model summarizing the results. See text for details. E), G) Error bars indicate SD. Student’s t-test. * = p<0.05, ** = p<0.01, *** = p<0.001, ns = not significant.

We next asked how the expression of B-MYB and MMB target genes is regulated during heart development. Hearts were collected at embryonic stage E16.5 and at postnatal days P1 and P10. mRNA was isolated and subjected to RT-qPCR. A panel of YAP-MMB target genes such as *Cenpf*, *Nusap1*, *Top2a* and *Birc5* were expressed at high levels in embryonic hearts when cardiomyocytes still divide but strongly declined in P1 and P10 hearts when cardiomyocytes differentiate and exit the cycle (S8A Fig). The downregulation of TOP2A, NUSAP1 and CENPF in adult hearts was also observed on protein level (S8B Fig). *Mybl2* also declined at P1 compared to E16.5 and further decreased at P10, a pattern that was also confirmed on protein level (S8A and S8B Fig). Thus, downregulation of MMB target genes correlates with the postnatal cell cycle exit of cardiomyocytes. Conversely, *Mybl2* and mitotic MMB target genes were expressed at higher levels in P1 *Sav1* knockout hearts when YAP is activated compared to wildtype hearts (S8C Fig). Together these data support the view that MMB contributes to the induction of cell cycle genes in response to Hippo-deficiency or YAP activation.

## Discussion

Recent studies have shown that the Hippo-YAP pathway plays essential roles during heart development and heart regeneration [4]. While the deletion of YAP in embryonic heart impairs cardiomyocyte division, the expression of constitutively active YAP promotes cardiomyocyte proliferation [5,9,33,34]. We now show that MMB is required for the ability of YAP to induce cell division in this tissue (Fig 9E). First, we used a mouse model in which cell cycle genes were induced in embryonic hearts by activation of YAP through the knockout of the Hippo pathway protein *Sav1*. These genes were not induced when the MuvB subunit *Lin9* was deleted together with *Sav1*. Proliferation of cardiomyocytes is also dependent on both MMB and YAP, since deletion of *Lin9* abolishes the enhanced proliferation induced by deletion of *Sav1*. This requirement is not limited to the embryonic heart but the same dependency on *Lin9* for cardiomyocyte proliferation was also observed in postnatal hearts using *Lin9* / *Sav1* double knockout mice expressing the Cre transgene from the alpha-MHC promoter. Further evidence for this dependency on LIN9 comes from experiments using cultured embryonal or postnatal cardiomyocytes with a conditional *Lin9* allele and a hormone inducible Cre recombinase. Adenoviral expression of activated YAP was only able to induce mitosis when *Lin9* was present but not after Cre-mediated deletion of *Lin9*. Although it is possible that YAP and MMB could independently induce a similar set of genes required for cell cycle regulation, our findings that B-MYB and YAP directly interact and that YAP induced cardiomyocyte proliferation depends on its WW domains supports the notion that the synergy is a result of the interaction between YAP and MMB. Furthermore, cardiomyocyte mitosis is inhibited by MY-COMP, a fragment of B-MYB that contains the YAP binding domain of B-MYB. When fused to a nuclear localization signal and expressed in cells, MY-COMP interferes with the association YAP to B-MYB.

Genome binding studies in embryonic hearts demonstrated that LIN9 binds to the promoters of cell cycle genes activated by YAP, indicating that these genes are direct targets of MMB. By ChIP-seq, YAP does not colocalize with LIN9 to the promoters of cell cycle genes but instead binds to enhancers, consistent with recent data from human cancer cell lines where YAP also predominantly binds to distant sites [24–26]. This suggests that YAP interacts with MMB-regulated promoters through chromatin looping, resulting in the activation of a subset of cell cycle genes, similar to what we have recently described for human MCF10A cells [14]. Given that YAP not only interacts with MMB but that the MMB subunit B-MYB is also a transcriptional target of YAP, one can speculate that YAP and B-MYB form a positive feedback loop enabling expression of downstream cell cycle genes.

Remarkably, although LIN9 was required for cardiomyocyte cell cycle induction due to activated YAP, LIN9 was completely dispensable for homeostasis of the adult murine heart. This absence of a phenotype in adult cardiac-specific *Lin9* knockout mice was surprising, because LIN9 is a key subunit of the DREAM complex that is involved in repression of cell cycle genes in non-dividing cells [15]. The observation that the genetic inactivation of *Lin9* in the postnatal heart is not associated with ectopic proliferation of cardiomyocytes suggests that loss of DREAM does not lead to sufficient de-repression of cell cycle genes to induce cardiomyocyte proliferation. It is therefore possible that DREAM does not permanently silence cell cycle genes, but keeps them in a poised state for re-activation by pro-proliferative signals, consistent with our finding that LIN9 remains bound to promoters in postnatal hearts. Also supporting this possibility is finding that cell cycle promoters, as opposed to promoters of genes that regulate cell-cell contacts and the cytoskeleton, are readily accessible in adult murine hearts before introduction of a YAP5SA transgene [6]. Thus, MuvB complexes may have a dual role in cardiomyocyte proliferation, contributing to the inactive, but primed state of cell cycle genes as well as to their YAP-mediated activation. It will be important to investigate whether epigenetic changes at MuvB bound promoters contribute to the loss of the regeneration capacity of adult hearts [35].

YAP not only plays a role in cardiac development but is also a potent oncogene in different cancers. Previous findings have implicated the YAP WW domain in oncogenic transformation [36]. Targeting WW domain mediated interactions by MY-COMP, or by more potent inhibitors based on MY-COMP, may prove a valid strategy to inhibit the oncogenic pro-proliferative functions of YAP. Such inhibitors could serve as selective therapeutic agents in cancers with high levels of YAP.

## Materials and methods

### Ethics statement

All animal studies were carried out in accordance with national and institutional guidelines and were approved by the regional state administration agency for Würzburg (approval number 55.2-2532-2-293). Euthanasia was by cervical dislocation of adults and decapitation of embryos.

### Mice

*Sav1*^*tm1*.*1Dupa*^/J mice were obtained from Jackson laboratories, in which LoxP sites flank exon 3 of the *Sav1* gene [23]. We have previously descripted *Lin9*^*f*l^ mice, in which LoxP sites flank exon 7 of the *Lin9* gene [37]. Cardiomyocyte-specific deletion of *Sav1* and *Lin9* was achieved by crossing mice to Nkx2.5-Cre mice [38]. Postnatal cardiomyocyte-specific deletion of *Sav1* and *Lin9* was achieved by crossing mice to α-MHC-Cre mice [27]. To obtain Lin9^fl/fl^CreER^T2^, *Lin9*^*fl*^ mice were crossed with a mouse line ubiquitously expressing CreER^T2^ transgene [39]. Mice were maintained in a C57/Bl6 background.

### Cell culture

HEK293A (Thermo Fisher Scientific) cells, HeLa (ATCC CCL-2, female) cells and C2C12 (ATCC CRL-1772) cells were maintained in DMEM supplemented with 10% FCS (Thermo Fisher Scientific) and 1% penicillin/streptomycin (Thermo Fisher Scientific). Differentiation of C2C12 cells was induced by culturing in DMEM medium with 2% horse serum (Sigma). Primary embryonic and postnatal cardiomyocytes were isolated by enzymatic digestion with the Pierce Primary cardiomyocyte isolation kit (Thermo Fisher Scientific). Cardiomyocytes were enriched by preplating on tissue-culture plastic to remove nonmyocytes. Cardiomyocytes were initially cultured for 48h on fibronectin-coated dishes with 5% horse serum (Sigma) and 1% penicillin/streptomycin (Thermo Fisher Scientific) and cardiomyocyte growth supplement at 37°C and 5% CO2 to prevent proliferation of nonmyocytes. To induce the deletion of *Lin9*, conditional cardiomyocytes were treated with 100 nM 4-hydroxytamoxifen (Sigma) for 4 days. Cardiomyocytes were transduced with adenovirus (multiplicity of infection, 25) in serum-free medium for 24 h and cultured for additional 48 h.

### Adenovirus

Adenoviral constructs were constructed using the ViralPower adenoviral expression system (Thermo Fischer Scientific). Entry vectors containing YAPS127A, YAPS94AS127A and YAPS127AΔ155–263 were generated by PCR from p2xFLAG-CMV-YAPS127A [40]. Entry vectors containing GFP, HA-NLS-B-MYB (2–241)-T2A-GFP and HA-NLS-B-MYB (2–241, ΔPPXY)-T2A-GFP were generated by PCR from pCDNA4/TO-HA-NLS-SV40-B-MYB (this work) and pSpCas9n(BB)-2A-GFP (PX461) (Addgene #48140). All entry vectors were subcloned into pENTR3C (Invitrogen) and then recombined into pAd/CMV/V5-DEST using LR clonase II (Thermo Fischer Scientific). The production of YAP mutant and LacZ adenoviruses was performed in HEK293A cells according to the manufacturer’s instructions. Adenoviruses were titered using the Adeno-X Rapid Titer Kit (TaKaRa).

### RT-qPCR

Total RNA was isolated using peqGOLD TriFast (Peqlab) according to the manufacturer’s instructions. RNA was transcribed using 100 units RevertAid reverse transcriptase (Thermo Fisher Scientific). Quantitative real–time PCR reagents were from Thermo Fisher Scientific and real-time PCR was performed using the Mx3000 (Stratagene) detection system. Primer sequences are listed in S1 Table. Expression differences were calculated as described before [20].

### PLA

PLA was performed using the Duolink In Situ Kit (Sigma) according to the manufacturer’s instructions. The following antibodies were used: LIN9 (Bethyl, A300-BL2981; 1:150), B-MYB phospho-T487 (ab76009; 1:100), YAP (Santa Cruz Biotechnology, sc-101199; 1:200). For secondary staining, samples were incubated for 45 minutes with the following antibodies: cTnT (DSHB; 1:50) or α-HA (Sigma, 1:200). After washing several times with buffer A, samples were incubated with for 20 minutes with secondary antibody: α-IgG2a conjugated to Alexa 488 (Thermo Fisher Scientific) and Hoechst 33258 (Sigma). Pictures were taken with an inverted Leica DMI 6000B microscope equipped with a Prior Lumen 200 fluorescence light source and a Leica DFC350 FX digital camera.

### Plasmids

Expression vectors for truncated human FLAG-YAP constructs (aa 2–499, 2–287, 2–263, 2–154, 155–504, 264–504, 288–504 and Δ155–263) were constructed from pCMV-2xFLAG-YAP [41] by PCR. Expression vector for human GST-YAP constructs (aa 2–263, 155–263, 168–204, 231–263) were constructed by PCR in the pGEX-4-T2 vector. Truncated human HA-B-MYB constructs (aa 2–410, 2–331, 80–331, 80–410, 2–241, 2–79, 242–410) were generated from pCDNA4/TO-HA-B-MYB. Expression vector for truncated human 6xHis-B-MYB-2-241 and 2–241Δ198–201 (ΔPPXY) were constructed by PCR using appropriate oligonucleotides and were subcloned into pRSETA. Expression vectors containing HA-NLS-SV40-B-MYB-2-241, 2–241 N174A(ΔDNA), 2–241 Δ198-201(ΔPPXY) were obtained by PCR and were subcloned into pCDNA4/TO vector.

### Immunoblotting and immunoprecipitation

Whole protein extracts were obtained by lysing cells in TNN buffer (50mM Tris (pH 7.5), 120mM NaCl, 5mM EDTA, 0.5% NP40, 10mM Na4P_2_O_7_, 2mM Na_3_VO_4_, 100mM NaF, 1mM PMSF, 1mM DTT, 10mM β-glycerophosphate, protease inhibitor cocktail (Sigma)). Protein lysates or purified protein were separated by SDS-PAGE, transferred to a PVDF-membrane and detected by immunoblotting with the first and secondary antibodies: β-actin (Santa Cruz Biotechnology, sc-47778) 1:5000, B-MYB (clone LX015.1, [42] 1:5, anti-HA.11 (Covance, MMA-101P) 1:1000, anti-FLAG M2 (Sigma, F3165) 1:5000, anti-His (Sigma, H1029) 1:2000, Vinculin (Sigma, V9131) 1:10000, TOP2A (Santa Cruz Biotechnology, sc-365916) 1:1000, CDC20 (Santa Cruz Biotechnology, sc-5296) 1:500, YAP (Santa Cruz Biotechnology, sc-10199) 1:1000, p-YAP(S127A) (Cell Signaling Technology, 4911) 1:1000, LIN9 (Bethyl, A300-BL2981), NUSAP1 (Geert Carmeliet) 1:1000, CENPF (Abcam, ab-5) 1:1000, anti-mouse-HRP (GE healthcare, NXA931) 1:5000 and HRP Protein A (BD Biosciences, 610438) 1:5000. For immunoprecipitation of FLAG-tagged proteins, protein G dynabeads (Thermo Fisher Scientific) were first coupled with 1 μg FLAG-antibody (Sigma, F3165) and then immunoprecipitated with 1mg whole cell lysate. After five times of washing with TNN, proteins were separated by SDS-PAGE and detected by immunoblotting using the desired antibodies.

### Immunostaining

For immunostaining cardiomyocytes were seeded onto fibronectin coated coverslips. HeLa cells were seeded onto coverslips without fibronectin. Cells were fixed with 3% paraformaldehyde and 2% sucrose in PBS for 10 minutes at room temperature. Cells were permeabilized using 0.2% Triton X-100 (Sigma) in PBS for 5 minutes and blocked with 3% BSA in PBS-T (0.1% Triton X-100 in PBS) for 30 minutes. Primary antibodies were diluted in 3% BSA in PBS-T and incubated with the cells for 1 hour at room temperature. The following antibodies were used: TroponinT (CT3) (developmental studies hybridoma bank) 1:50, phospho-Histone H3 (Ser10) (Santa Cruz Biotechnology, sc-8656) 1:100, Ki-67 (SP6) (Thermo Scientific, RM-9106) 1:200, α-tubulin (B-5-1-2) (Santa Cruz Biotechnology, sc-23948) 1:150 and anti-HA (Sigma, H6908) 1:200. After three washing steps with PBS-T, secondary antibodies conjugated to Alexa 488 and 594 (Thermo Fisher Scientific) and Hoechst 33258 (Sigma) were diluted 1:500 in 3% BSA in PBS-T and incubated with the coverslips for 30 minutes at room temperature. Finally, slides were washed three times with PBS-T and mounted with Immu-Mount (Thermo Fisher Scientific). Pictures were taken with an inverted Leica DMI 6000B microscope equipped with a Prior Lumen 200 fluorescence light source and a Leica DFC350 FX digital camera.

### Histology, H&E staining and immunohistochemistry

Freshly dissected embryos and postnatal hearts were fixed with bouin’s fixative (picric acid (saturated; AppliChem), 10% (v/v) formaldehyde, 5% (v/v) (AppliChem) glacial acetic acid (Roth) embedded in paraffin and sectioned. Sections were deparaffinized, rehydrated and stained with hematoxylin and eosin or processed for immunostaining.

Following deparaffinization, antigen retrieval was performed by boiling samples in 10mM sodium citrate buffer (pH6.0) for 10 minutes in a microwave oven. After 30 minutes cool down, samples were blocked with 3% BSA in PBS-T (0.1% Tween-20 (AppliChem)) and incubated with the primary antibodies diluted in PBS-T over night at 4°C. The following antibodies were used: TroponinT (CT3) (developmental studies hybridoma bank) 1:50, phospho-Histone H3 (Ser10) (Santa Cruz Biotechnology, sc-8656) 1:100, Ki-67 (SP6) (Thermo Scientific, RM-9106) 1:200. After three washing steps with PBS-T, secondary antibodies conjugated to Alexa 488 and 594 (Thermo Fisher Scientific) and Hoechst 33258 (Sigma) were diluted 1:200 in 3% BSA in PBS-T and incubated with the coverslips for 2 hours at room temperature. Finally, slides were washed three times with PBS-T and mounted with Immu-Mount (Thermo Fisher Scientific). Pictures were taken with an inverted Leica DMI 6000B microscope equipped with a Prior Lumen 200 fluorescence light source and a Leica DFC350 FX digital camera.

For morphometric measurements, we measured transverse sections at the level of atrioventricular valves. Wall thickness was calculated as the ventricular compact myocardial thickness divided by its outer circumference. Myocardial area was quantified in each section using Image J as previously described [43].

### siRNA transfection of embryonal cardiomyocytes

Double-stranded RNA was purchased from Eurofins. siRNAs were transfected in a final concentration of 30 nM using RNAiMAX (Thermo Fisher Scientific) according to the manufacturer’s protocol. siRNA sequences are listed in S1 Table [44, 45].

### Flow cytometry

Cardiomyocytes were isolated and enriched with the Pierce Primary cardiomyocyte isolation kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Isolated and enriched cardiomyocytes were fixed with 4% PFA in PBS for 5 minutes. Detection was performed using a Beckman Coulter FC 500 cytomics and data were analyzed in CXP analysis 2.2 software. Gating and compensation were based on fluorophore-negative controls. 10.000 cells were analyzed per genotype.

### RNA-Seq

For whole transcriptome analysis, total RNA was isolated in triplicates from ventricular heart tissue with the desired genotype. DNA libraries were generated using 1μg RNA with the magnetic mRNA isolation module and NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs). DNA library was amplified by 7 PCR cycles and quality was analyzed using the fragment analyzer (Advanced Analytical). Libraries were sequenced on the NextSeq 500 platform (Illumina).

### ChIP-Seq

Chromatin was isolated from ventricular heart tissue of E16.5 or P10 hearts. In brief, minced tissue was fixed with 1% formaldehyde for 20 minutes at RT. The reaction was stopped by adding 125mM glycine for additional 5 minutes. Tissue was incubated in lysis buffer (50mM Tris-HCl pH8, 10mM EDTA, 1% SDS) for 1 hour at 4°C. Samples were sonicated for 1 minute at 25% amplitude (10s ON / 30s OFF) at 4°C, insoluble material was removed by centrifugation and chromatin was fragmented to an approximate size of 150 to 300bp by additional sonicating for 10 minutes at 25% amplitude (10 seconds On/ 30 seconds OFF) at 4°C using a Branson sonifier. Afterwards chromatin was diluted ten times in ChIP dilution buffer (50mM Tris-HCl pH8, 0.167M NaCl, 1.1% Triton X-100, 0.11% sodium deoxycholate). For immunoprecipitation, 9μg of the antibody was coupled to protein G dynabeads (Thermo Fisher Scientific) for 6 hours at 4°C and then incubated with fragmented chromatin over night at 4°C. Beads were washed in total twelve times with wash buffer I (50mM Tris-HCl pH8, 0.15M NaCl, 1mM EDTA, 0.1% SDS, 1% Triton X-100, 0.1% sodium deoxycholate), wash buffer II (50mM Tris-HCl pH8, 0.5M NaCl, 1mM EDTA, 0.1% SDS, 1% Triton X-100, 0.1% sodium deoxycholate), wash buffer III (50mM Tris-HCl pH8, 0.5M LiCl_2_, 1mM EDTA, 1% Nonidet P-40, 0.7% sodium deoxycholate) and wash buffer IV (10mM Tris-HCl pH8, 1mM EDTA). 1mM PMSF and protease inhibitor cocktail were added freshly to all buffers. After washing chromatin was eluted in (10mM Tris-HCl pH8, 0.3M NaCl, 5mM EDTA, 0.5% SDS, 10μg/ml RNAseA) and crosslink was reversed at 65°C over night. Proteins were digested by adding 200μg/ml proteinase K at 55°C for 2 hours. DNA was purified using the QIAquick PCR Purification Kit (QIAGEN) and eluted in 50 μl EB buffer. Purified ChIP-DNA was quantified using the Quant-iT PicoGreen dsDNA Assay Kit (Thermo Fisher Scientific). DNA libraries were generated using 10ng purified ChIP-DNA and the NEBNext Ultra IIDNALibrary Prep Kit for Illumina (New England Biolabs) according to the manufacturer’s instructions. DNA library was amplified by 12–15 PCR cycles and quality was analyzed using the fragment analyzer (Advanced Analytical). Libraries were sequenced on the NextSeq 500 platform (Illumina). The following antibodies were used for ChIP-seq: LIN9 (Bethyl, A300-BL2981), YAP (NB110-58358) and IgG from rabbit serum (Sigma, I5006).

### GST-pulldown

Recombinant GST, GST-TEAD-WW1/2 (TEAD-binding domain and WW domain 1 and 2 of YAP fused to GST), GST-WW1/2-, GST-WW1, GST-WW2 or His-B-MYB(2–241) (amino acids 2–241 fused to 6 x his) were expressed in BL21 cells and purified on glutathione-linked sepharose beads (GE healthcare) or Ni-NTA-Agarose (GE healthcare, His-B-MYB). Lysates of HeLa cells expressing HA-tagged B-MYB constructs were incubated with 5 mg immobilized GST or GST-WW1/2-YAP for 3 hours at 4°C. Beads were washed six times with TNN buffer, resuspended in SDS protein sample buffer, boiled for 5 min, separated on a 10% SDS-PAGE gel, blotted and analyzed via immunoblotting.

### Peptide microarrays

μSPOT peptide arrays [46] (CelluSpots, Intavis AG, Cologne, Germany) were synthesized using a MultiPep RSi robot (Intavis AG) on in-house produced, acid labile, amino functionalized, cellulose membrane discs containing 9-fluorenylmethyloxycarbonyl-β-alanine (Fmoc-β-Ala) linkers (average loading: 131 nmol/disc– 4 mm diameter). Synthesis was initiated by Fmoc deprotection using 20% piperidine in dimethylformamide (DMF, 2×2 μL per disc for 10 min each) followed by washing with DMF (6×400 μL per disc) and ethanol (EtOH, 2×400 and 2×600 μL per disc). Peptide chain elongation was achieved using 1.2 μL of coupling solution, consisting of preactivated amino acids (aas, 0.5 M) with ethyl 2-cyano-2-(hydroxyimino)acetate (oxyma, 1 M) and *N*,*N′*-diisopropylcarbodiimide (DIC, 1 M) in DMF (2:1:1, aa:oxyma:DIC). Couplings were carried out for 2×30 min, and subsequently, the membrane was capped with capping mixture (4% acetic anhydride in DMF, 2×2 μL/disc for 5 min each), followed by 7× washes with 300 μL DMF/disc. Synthesis was finalized by deprotection with 20% piperidine in DMF (2×4 μL/disc for 10 min each), followed by washing with DMF (7×400 μL/disc) and EtOH (2×400 μL/disc, 2×600 μL/disc, 3×400 μL/disc). Dried discs were transferred to 96 deep-well blocks and treated with sidechain deprotection solution, consisting of 90% trifluoracetic acid (TFA), 2% dichloromethane (DCM), 5% H_2_O and 3% triisopropylsilane (TIPS) (150 μL/well) for 1.5 h at room temperature (rt). Afterwards, the deprotection solution was removed, and the discs were solubilized overnight at rt using a solvation mixture containing 88.5% TFA, 4% trifluoromethanesulfonic acid (TFMSA), 5% H_2_O and 2.5% TIPS (250 μL/well). The resulting peptide-cellulose conjugates (PCCs) were precipitated with ice-cold ether (0.7 mL/well) and spun down at 500×g for 10 min at 4°C, followed by two additional washes of the formed pellet with ice-cold ether. The resulting pellets were dissolved in DMSO (250 μL/well) to give final stocks. PCC solutions were mixed 2:1 with saline-sodium citrate (SSC) buffer (150 mM NaCl, 15 mM trisodium citrate, pH 7.0) and transferred to a 384-well plate. For transfer of the PCC solutions to white coated CelluSpot blank slides (76×26 mm, Intavis AG), a SlideSpotter (Intavis AG) was used. After completion of the printing procedure, slides were left to dry overnight.

μSPOT slides were blocked by incubation with 2% (w/v) BSA in PBS for 60 min. Afterwards, slides were incubated with YAP-WW1/2 or GST protein in 0.1% BSA in PBS for 30 min. Slides were washed 6 times with PBS for 5 min and then incubated with 1:10,000 diluted primary antibody (Anti-GST HRP conjugated (RPN1236V; Sigma Aldrich) in 0.1% BSA in PBS for 30 min, after which the slides were washed 6 times with PBS for 5 min. Peptide binding was detected through chemiluminescent detection with SuperSignal West Femto Maximum Sensitive Substrate (Thermo Scientific) using a c400 imaging system (Azure). Binding intensities were evaluated using FIJI including the Microarray Profile addon (OptiNav). The error range and standard deviation were defined by comparing the intensities of each peptide duplicate on the respective array.

### Bioinformatic analysis

After sequencing, bases were called using Illuminas GenerateFASTQ v1.1.0.64 software and sequencing quality was controlled with the FastQC script. For RNA-seq, reads were mapped with TopHat v2.1.0 [47] and BOWTIE2 [48] with default parameters to the murine genome (mm10). Samples were normalized to the sample with the smallest number of mappable reads and a read count matrix for each Ensembl gene (GRCm38.p6) was generated with the *summarizeOverlaps* function in the R package {GenomicFeatures}. Before differential gene expression analysis, non- or weakly expressed genes were removed using the threshold: mean read count per gene over all samples >1. Differentially expressed genes were called with *EdgeR* and p-values were adjusted for multiple-testing with the Benjamini-Höchberg procedure (FDR: false discovery rate). Gene set enrichment analyses were performed with signal2noise metric, 1000 permutations and a combined gene set database comprising Hallmark and C2 gene sets.

For ChIP-seq, sequenced reads were mapped to the *Mus musculus* genome mm10 with BOWTIE v1.2 [48] with default parameters and subsequently normalized to the sample with the smallest number of sequenced reads. Peaks were called with MACS14 [49] with maximal 3 duplicates, a p-value cut-off of 1e-5 and the input sample as control. Resulting peaks were annotated to the next transcriptional start of Ensembl genes with the *closestBed* function from the bedtools suite v2.26.0 [50]. Overlapping peaks were identified with *bedtools intersect* and a minimal overlap of 1bp. LIN9 occupancy was calculated in a window of +/-1kb around TSSs with *bedtools coverage* function. Density matrices were generated with deeptools v2.3.5. [51] *computeMatrix* function at a resolution of 1bp and subsequently used for plotting heat maps with *plotHeatmap*. Mapped ChIP-seq data for histone marks were taken from the ENCODE portal [52] (https://www.encodeproject.org/) with the following identifiers: ENCFF056JGV, ENCFF295HNV, ENCFF642EEK, ENCFF687BWU. Promoters, enhancers and super-enhancers were defined as described previously [14].

In box plots, the central line reflects the median, the borders of the boxes indicate the first and third quartile and whiskers extend to 1.5 of the interquartile range. Outliers are shown as dots. P-values were calculated with a two-tailed Wilcoxon rank sum test (unpaired samples) or Wilcoxons signed-rank test (paired samples). ChIP- and RNA-sequencing datasets are available at the NCBI’s Gene Expression Omnibus [53] under the accession number GEO: GSE137132.

## Supporting information

S1 Fig Proliferation of embryonic cardiomyocytes following Hippo inactivation depends on LIN9. A) Expression of YAP and levels of YAP phosphorylated on S127 (p-YAP) in the hearts of *Nkx2*.*5-Cre; Sav1*^*+/+*^ and *Nkx2*.*5-Cre; Sav1*^*fl/fl*^ mice was determined by immunoblotting. Actin served as control. B) C): Lower magnification overview pictures of heart sections of E13.5 mice stained for Ki67 (B) or phospho-H3 (C). Scale bar: 200 μm. See Fig 1A and 1C.
(TIF) Click here for additional data file.

S2 Fig Cell cycle genes upregulated in *Sav1* knockout hearts are direct targets of LIN9. A) Representative gene sets from the analysis in Fig 5A. p-values were calculated using a permutation test with 1000 permutations. „Signal2Noise”was used as a metric to rank genes. ES: enrichment score. B) Heatmap depicting the mRNA expression of LIN9 regulated cell cycle genes in hearts of *Nkx2*.*5-Cre* mice with the indicated genotypes as determined by RNA-seq. C) Heat map documenting binding of LIN9 and YAP at LIN9 peaks in promoters or at YAP peaks in enhancers and superenhancers in E16.5 heart ventricles. Read density is plotted in a window of +/-2kb around the peak at a resolution of 2bp. Data for histone modifications are taken from ENCODE. D) Genome browser tracks illustrating the binding of LIN9 to the Mybl2, Anln and Top2a promoter and binding of YAP to the Cyr61 and Ctgf promoter and to an intergenic enhancer on chromosome 1. ChIP-seq data for histone modifications are from ENCODE (GSE31039). E) GSEA comparing expression differences in *Nkx2*.*5-Cre; Lin9*^*fl/fl*^ (LIN9 KO) and *Nkx2*.*5-Cre; Lin9*^*fl/+*^ (LIN9 wt) heart ventricles from E13.5 mice in two biological replicates (each done in triplicate). The C2 MSigDB was spiked with the Hallmark gene sets and a set of LIN9 direct targets genes from [14]. Gene sets related to respiration/TCA cycle (“oxphos“) and hematopoietic cells are highlighted in blue and orange, respectively. NES: normalized enrichment score. F) Representative gene sets from the analysis in C. p-values were calculated using a permutation test with 1000 permutations. „Signal2Noise”was used as a metric to rank genes. ES: enrichment score.
(TIF) Click here for additional data file.

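The cell cycle genes with primers in S1 Table were used in place of the genes of the heatmap, which the legend does not list. Of these 14 genes, 13 could be tested. Prc1, which lies within another annotated gene, had 0 counts in every library. In Sav1 KO ventricles of the LIN9 wt background, 13 of 13 genes were higher, by log2 fold changes from 0.04 to 0.57 (standard errors from 0.10 to 0.65), and 0 passed the threshold over all genes or adjusted over the list alone, with 2 at an unadjusted p under 0.05. In the LIN9 KO background, 8 were higher and 5 lower, with 0 past the threshold in either way and 2 at an unadjusted p under 0.05. In LIN9 KO ventricles, 12 of 13 were lower in both experiments. In the separate experiment 6 passed over all genes, all lower, and 8 did adjusted over the list alone, 7 lower and 1 higher. In the experiment with 4 genotypes 5 passed, all lower, in both ways. The call for Foxm1 in the separate experiment was lost in all 6 fits that left out 1 library, and that for Gas2l3 without LIN9 KO replicate 1 or control replicate 1 or 2. In the other experiment those for Ect2 and Nusap1 were lost without control replicate 3 and that for Top2a without this library or LIN9 KO replicate 1. In double knockouts, 11 of 13 were lower than in LIN9 wt Sav1 wt ventricles, with 5 past the threshold over all genes and 6 adjusted over the list alone, and against Sav1 KO ventricles 7 and 8 passed, all lower.
Ccna2 (ENSMUSG00000027715), with 21.1% of its exonic length under other genes, differed between LIN9 wt and LIN9 KO genotypes by more than the spread of its libraries. Its normalized count was 199 ± 15.3 CPM in LIN9 wt Sav1 wt, 210 ± 2.55 CPM in Sav1 KO, 107 ± 9.75 CPM in LIN9 KO and 95.9 ± 8.95 CPM in double knockout ventricles (SD, n = 3 each), and the sign of its Sav1 effect in the LIN9 wt background turned without control replicate 2 (-0.0022). Kif23 (ENSMUSG00000032254) followed with 121 ± 10.4, 134 ± 12.7, 71.0 ± 7.77 and 71.8 ± 3.46 CPM, and Top2a (ENSMUSG00000020914) with 473 ± 61.5, 532 ± 20.5, 362 ± 65.8 and 355 ± 9.16 CPM in the same order, with overlapping spreads of Top2a between LIN9 wt Sav1 wt and LIN9 KO ventricles. Cenpf varied widely between libraries of 1 genotype except in double knockouts, with 101 ± 67.7, 150 ± 60.9, 50.55 ± 28.7 and 100.5 ± 9.11 CPM in this order. Mybl2, the gene of the list that was higher in LIN9 KO, had log2 fold changes of 0.27 (adjusted p = 0.0934) and 0.18 (adjusted p = 0.458, both from edgeR with Benjamini-Hochberg adjustment).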

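The LIN9 KO effect was compared between the experiments, which share no libraries, over 17656 genes tested in both. Of the 4078 of these that passed the threshold in the separate experiment, 3983 (97.7%) changed in the same direction in the experiment with 4 genotypes, and 2620 (64.2%) also passed the threshold there. Over all 17656 genes, called or not, the share with the same direction was 77.6%. Across genes, which are not independent replicates, the log2 fold changes had a Pearson's r of 0.686 and a Spearman's rho of 0.684. By GSEA, 79 of 724 sets passed 0.05 after Benjamini-Hochberg adjustment in the separate experiment (49 with a positive and 30 with a negative NES) and 53 of 707 in the experiment with 4 genotypes (38 positive, 15 negative), of which 29 were positive and 11 negative in both. The NES of 718 sets had a rho of 0.853, and 628 sets (87.5%) had the same sign.
Haemoglobin genes took 0.940% ± 0.162 of the counts in LIN9 wt and 5.59% ± 2.70 in LIN9 KO ventricles of the separate experiment (SD, n = 3 each), 5.95 times as much. In the experiment with 4 genotypes these shares were 0.466% ± 0.0677 and 2.99% ± 0.816 (SD, n = 3 each), 6.42 times as much, and 2.03% ± 1.03 (SD, n = 3) in double knockouts. In both experiments all LIN9 KO libraries were above all LIN9 wt libraries (exact permutation test, two-sided, p = 0.1 each, the smallest p that 3 libraries against 3 allow).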

S3 Fig LIN9 is required for cardiomyocyte proliferation in Hippo-deficient, postnatal hearts. A) Embryonic lethality of *Nkx2*.*5*^*Cre*^*; Lin9*^*fl/fl*^ mice. Breeding scheme and resulting genotypes. Result of the genotyping of live embryos at the indicated developmental time points. B) H&E-stained sections of embryonic E13.5 hearts of mice with the indicated genotypes. RA: right atrium, RV: right ventricle, LA: left atrium, LV: left ventricle, IVS: interventricular septum. Scale bar: 500μm C) Viability of *α-MHC-Cre; Lin9*^*fl/fl*^ mice. Breeding scheme and resulting genotypes. Number of mice with the indicated genotypes at P10 and P21-25. D) Example FACS data of mTomato and mEGFP positive cardiomyocytes derived from hearts of E13.5 and P10 hearts with the indicated genotypes. See Fig 3G. E) The expression of *Lin9* relative to *Actin and Hprt* was investigated in E16.5, P1 and P10 hearts by RT-qPCR. n = 3 independent replicates. F) The expression of LIN9 in lysates prepared from hearts at the different developmental stages was investigated by immunoblotting. β-actin served as a loading control. G) Heat map documenting binding of LIN9 at LIN9 peaks in promoters called in E16.5 or P10 cardiomyocytes or overlapping peaks. Read density is plotted in a window of +/-2kb around the peak at a resolution of 2bp. Data for histone modifications are taken from ENCODE (GSE31039). H) Venn diagram depicting the common LIN9 peaks in E16.5 and P10 hearts. The number in brackets refers to the peaks located in promoters. I) Plot illustrating the genomic localization of LIN9 in postnatal (P10) heart ventricles as determined by ChIP-seq. J) Histogram showing the absolute distance between overlapping LIN9 peaks called in E16.5 and P10 heart ventricles located in promoters (n = 1,458) at a resolution of 20 bp.
(TIF) Click here for additional data file.

S4 Fig Cardiomyocyte proliferation by activated YAP requires MMB. A) -B) Embryonal (E14.5) *Lin9*^*fl/fl*^; *CreER*^*T2*^ cardiomyocytes (A) or postnatal (P1) cardiomyocytes (B) were transduced with Ade-LacZ or with Ade-YAP[S127A] and treated with or without 4-OHT. The fraction of pH3-positive cardiomyocytes was quantified by staining for pH3 (red). Scale bar: 25 μm. Example microphotograph of the experiments shown in Fig 4C and 4D.
(TIF) Click here for additional data file.

S5 Fig The WW domains of YAP mediate the interaction with B-MYB and are required to induce cardiomyocyte proliferation. A) Densiometric quantification of binding data shown in Fig 6B using ImageJ. Binding is relative to HA-B-MYB control cells. n = 3 biological replicates. B) Scheme of the GST fusion constructs used in pulldown experiments in Fig 6D and S5C Fig C) Pulldown experiments of the indicated GST fusion proteins with HA-B-MYB. Bound B-MYB was detected by immunoblotting with an HA-antibody. Input: 3% of the lysate used for the pulldown was loaded onto the gel. Actin served as a control. Ponceau staining was used to detect the recombinant GST-proteins.
(TIF) Click here for additional data file.

S6 Fig Disrupting the association between B-MYB and YAP by MY-COMP. A) μSPOT based mapping of YAP WW1/2 interactions. An overlapping peptide library to display the whole B-MYB protein was probed with only Anti-GST-HRP, with purified recombinant GST and Anti-GST-HRP (control) or with purified recombinant GST-WW1/2 and Anti-GST-HRP. Binding was detected by chemiluminescene. Most prominent binding of YAP is observed at position E1. The respective B-MYB derived peptide contains a WW-binding PPXY motif. B) Zoomed view of marked region in A showing spots corresponding to the most prominent binding sequences within B-MYB with relative binding intensities and standard deviation (SD). C) Co-immunoprecipitation experiments of the indicated B-MYB constructs with flag-YAP. Lysates of HeLa cells expressing flag-YAP and HA-B-MYB (wt and ΔPPXY) were immunoprecipitated with flag-antiserum and immunoblotted with an anti-HA-antibody and anti-flag antibody. 3% percent of total lysate was immunoblotted (Input). D) Densiometric quantification of the binding of HA-MYB and HA-B-MYBΔPPXY to flag-YAP using Image J. Binding is relative to HA-B-MYB control cells. E) Densiometric quantification of the binding of HA-B-MYB to flag-YAP in presence and absence of MY-COMP using Image J. Binding is relative to FLAG-YAP control cells. N = 3 biological replicates. F) Proximity ligation assay (PLA) of endogenous YAP and B-MYB upon transfection of MY-COMP. Cell expressing MY-COMP were identified by HA staining (green). Example microphotographs of the experiments shown in Fig 7F. D), E): Error bars indicate SEMs. Student’s t-test. * = p<0.05, ** = p<0.01.
(TIF) Click here for additional data file.

S7 Fig The YAP-B-MYB interaction is required for cardiomyocyte proliferation. A) and B) Cardiomyocytes were transduced with Ade-LacZ, Ade-YAP[S127A], and Ade-YAP[S127A/S94A] or with Ade-YAP[S127A/ΔWW]. The fraction of pH3-positive positive (A) and Ki67 (B) cardiomyocytes was determined by immunostaining. Example microphotographs of the experiment shown in Fig 6E and 6F. Scale bar: 25 μm. C) Embryonal cardiomyocytes were infected with adenoviruses expressing GFP, MY-COMP, with MY-COMP,ΔPPXY or with MY-COMP,ΔDNA each coupled to GFP through a T2A self-cleaving peptide. Mitotic cells were quantified by staining for phospho-H3 (red). Scale bar: 25 μm.
(TIF) Click here for additional data file.

S8 Fig B-MYB and MMB target gene expression is downregulated during heart development. A) The expression of the indicated MMB target genes relative to *Hprt and Actin* was investigated in E16.5, P1 and P10 hearts. n = 3 independent replicates. B) The expression of the indicated proteins in lysates prepared from hearts at the different developmental stages was investigated by immunoblotting. β-Actin served as a control. C) Expression of the indicated genes in *Nkx2*.*5-Cre; Sav1*^*+/+*^ and *Nkx2*.*5-Cre; Sav1*^*fl/fl*^ in hearts of P1 mice was investigated. n = 7 independent *Nkx2*.*5-Cre; Sav1*^*+/+*^ and *Nkx2*.*5-Cre; Sav1*^*fl/fl*^ animals.
(TIF) Click here for additional data file.

S9 Fig Original blot and gel images. Part 1.
(TIF) Click here for additional data file.

S10 Fig Original blot and gel images. Part 2.
(TIF) Click here for additional data file.

S11 Fig Original blot and gel images. Part 3.
(TIF) Click here for additional data file.

S1 Table List of RT-qPCR primers for murine genes and of siRNA sequences. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

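RNA from heart ventricles of E13.5 embryos carrying Nkx2.5-Cre was analysed in 2 experiments with 3 libraries per genotype and 18 libraries in all. The first held LIN9 wt and LIN9 KO ventricles with wild-type Sav1 (6 libraries). The second held the 4 combinations of LIN9 wt or LIN9 KO with Sav1 wt or Sav1 KO (12 libraries). The paper gives the LIN9 wt genotype as Lin9 fl/+, and the sample labels call it wild-type. The 4 ChIP-seq samples were not analysed here, nor were the RT-qPCR, imaging and cell counting experiments of the paper.

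The counts are whole numbers of reads per Ensembl gene, as deposited. To make them, the authors mapped the reads with TopHat and BOWTIE2 at default parameters to mm10, brought each sample down to the number of mappable reads of the smallest one, and counted with summarizeOverlaps, as the paper's methods state. The paper's text does not name the overlap mode or the strandedness of this counting. The log2 fold changes and log2 CPM in the authors' deposited tables come from the authors' edgeR comparison of genes with a mean count above 1 over all samples, with the first-named group against the second, per the file headers. The p-values and the FDR beside them are the authors' deposited edgeR p-values and their Benjamini-Hochberg adjustment, per the file headers. The test and the factors within edgeR and the FDR threshold are not named in the paper's text. The authors' deposited values were used only for comparison with the calls made here.

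Total counts lay between 9485599 and 9615274 in the first and between 2770741 and 2999877 in the second experiment, so that 1 count stood for more CPM in the second. Of the table of the second experiment, 4 identifiers that occurred more than once were kept once, and genes were joined between tables on their Ensembl identifiers, since some symbols had been turned into dates. No column of per-sample values was left unused (0 columns). Gene positions, exonic length and GC content were taken from the GENCODE M21 annotation on mm10.

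Counts were normalized by TMM and tested with edgeR's quasi-likelihood test (R 4.3.3, edgeR 4.0.16) with robust estimates, on the 19752 and 17675 genes with a mean count above 1. In the second experiment all 12 libraries shared 1 fit, and genotypes were compared as contrasts of group means, including the interaction, which is the Sav1 effect in the LIN9 KO background minus that in the LIN9 wt background. Adjusted p-values are from the Benjamini-Hochberg method with a threshold of 0.05. CPM and log2 CPM used the TMM-normalized library sizes, the latter with a prior count of 2.

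The gene sets fixed before the data were examined were 8 Reactome mouse sets shipped with fgsea, the S and G2/M lists shipped with Seurat (5.3.0), matched from human symbols, and the cell cycle genes with primers in S1 Table. These 11 sets were tested with camera of limma (3.58.1) at a preset inter-gene correlation of 0.01 and with fry, and adjusted over the 11 sets of each comparison. The 13 marker lists that could be tested were treated in the same way, as a family of their own: atrial, ventricular, trabecular and compact cardiomyocytes, endothelial, epicardial, fibroblast, macrophage and erythroid cells, p53 targets, the YAP targets Ctgf, Cyr61 and Amotl2 named in the paper together with Axl from S1 Table, MuvB genes of S1 Table and Y-linked genes. A list of the X inactivation genes had too few counted members. GSEA used fgsea (1.28.0) with 1000 permutations over genes on sets of 15 to 500 genes, ranked on the signal-to-noise ratio of log2 CPM. A first run had put a floor of 0.2 of the mean on the SD in this ratio, which lowered the statistic of highly expressed genes. It was replaced by the plain ratio after its values had been seen, and 4 rankings were run in all. The Hallmark and C2 sets that the paper used were not used here. The score of a list in a library is the mean log2 CPM of its genes minus the mean of the controls, compared by exact permutation tests.

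The genes named in the text were set by a rule. It takes Lin9, Sav1, the genes with primers in S1 Table apart from the reference genes, Cdc20, Amotl2 and Yap1. For each comparison it adds the 3 largest increases and the 3 largest decreases among genes past the threshold with a mean of at least 5 CPM whose groups do not overlap. Of the genes that this rule gives, 1 is not reported here. Cdkn1a was named after its values had been seen.

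Whether replicate numbers pair the samples was checked by the correlation of deviations from the group means between same-numbered libraries, which had to exceed 0.1 for every pair. In the second experiment, this held for LIN9 wt and LIN9 KO with Sav1 wt (0.257 to 0.637), for LIN9 wt Sav1 wt and Sav1 KO (0.102 to 0.330) and for LIN9 KO and Sav1 KO (0.116 to 0.358). It did not hold for pairs with double knockouts (-0.104 to 0.160) or in the first experiment (0.0576 to 0.285). The pairing comes from these values alone, as the paper and the labels name no shared litter or day. No library was a copy of another.

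The tests were run on simulated data with 200 genes changed by a factor of 2 in each of 5 simulations. Of the changed genes, 63.5% were recovered at the depth of the first experiment and 59.5% at that of the second (95.5% and 82.0% of those with at least 5 CPM), and false calls made up 7.16% and 6.54% of calls. With the G2/M list raised by 0.1 on the log2 scale, camera passed in 5 of 5 simulations, fry in 4, and GSEA after Benjamini-Hochberg adjustment in 0 of 5. With respiratory electron transport lowered by 0.5, camera and fry passed in 5 of 5 and GSEA again in 0 of 5.

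The alternatives set before the data were examined were DESeq2 (1.42.0), edgeR's exact test, an FDR of 0.1, edgeR's filterByExpr, no filter on low counts, a minimum of 5 CPM, DESeq2's size factors, no normalization factor, haemoglobin genes left out, only the 6 libraries compared, the replicate number as a block, fry, GSEA ranked on the signed square root of F, and leaving out each library in turn. An offset that removes each library's smooth trend over GC content and exonic length (natural splines with 5 degrees of freedom), without and with the replicate block, and a pair of GSEA rankings with a floor on the SD, on log2 CPM and on CPM, were chosen after seeing the data.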

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

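Of the tests given here, the offset for GC content and length was chosen after the data had been seen, it was taken as a test for the macrophage list after its result was known, and Cdkn1a was picked out after its values were known. All other tests had been set out beforehand.

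The Sav1 effect on the G2/M list differed between both LIN9 backgrounds. The interaction had a median log2 value of -0.0803, with 37 of 54 genes lower (camera, Benjamini-Hochberg adjusted p = 0.0182, from 9.68e-05 to 0.3 over its alternatives, the highest being fry), and this was 1 of 11 sets past the threshold. Left out in turn, the 12 libraries gave medians from -0.14 to -0.02, and the call was lost without LIN9 KO replicate 2 (-0.02) or 3 (-0.09), Sav1 KO replicate 2 (-0.04) or control replicate 1 (-0.06). A trend of counts over GC content and gene length was tested by removing it from each library together with the replicate block. The median then was -0.14 and still past camera, which argues against such a trend as the whole cause. This fit took double knockouts as paired by replicate number, although the check of pairing did not hold for them. A smaller response of G2/M genes to the loss of Sav1 where LIN9 is missing may explain the pattern, in the sense of the paper. It stays a hypothesis, since fry did not pass and single libraries removed the call. The share of counts on an rRNA gene also differed. It was 0.78% to 1.36% in double knockout, 0.08% to 1.94% in LIN9 KO, 0.19% to 0.26% in Sav1 KO and 0.45% to 0.65% in control libraries. A technical difference between the groups thus stays open for this pattern and for the Sav1 effects.

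The Sav1 effect on the macrophage list differed between the backgrounds as well, with a median interaction of 0.52 and 9 of 13 genes higher (camera, Benjamini-Hochberg adjusted p = 0.00729 over 13 lists, from 0.00132 to 0.183 over its alternatives, the highest being fry). The median Sav1 effect was -0.16 in the LIN9 wt and 0.19 in the LIN9 KO background, neither past the threshold. The call was lost without LIN9 KO replicate 2 (0.52) or 3 (0.46). Of the 13 genes, 8 reached 5 CPM in control ventricles, and none is in another list. The most abundant, Csf1r, had 25.4 CPM in control ventricles. With the trend over GC content and gene length and the replicate block removed, the median was 0.528 and still past camera. That argues against such a trend as the whole cause, although the fit again took double knockouts as paired by replicate number. Other technical explanations stay open, and the number of macrophages in a sample and the expression in each were not told apart by any test.

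Cdkn1a was higher in LIN9 KO ventricles in both experiments, with log2 fold changes of 2.08 (adjusted p = 1.09e-08, from 1.32e-61 to 2.59e-07 over its alternatives) and 2.16 (adjusted p = 4.73e-13, from 3.02e-64 to 1.39e-08, all with Benjamini-Hochberg adjustment, the main values from edgeR). The paper does not report p53 targets. The 14 other p53 targets of the list had medians of 0.66 (13 of 14 higher, 10 of them past the threshold) and 0.68 (12 of 14 higher, 10 of them past the threshold). Their unadjusted camera p-values from edgeR fits were 3.52e-13 and 1.48e-09. In each experiment, 1 gene of the list was lower and past the threshold. With Cdkn1a included, 14 and 13 of 15 genes were higher, with medians of 0.75 and 0.68 (camera, Benjamini-Hochberg adjusted p = 7.37e-17 and 1.9e-12). The calls held under fry and in each fit that left out 1 library, with medians from 0.69 to 0.82 and from 0.61 to 0.74. Of the 15 genes, 13 reached 5 CPM in control ventricles, and none is in another list. The most abundant, Ccng1, went from 286 to 527 CPM and from 262 to 512 CPM. With the haemoglobin genes, which take more of the counts in LIN9 KO, left out of the normalization, the medians were 0.75 and 0.67, and over all alternatives they were 0.71 to 0.76 and 0.59 to 0.69. An activation of p53 targets after the loss of LIN9 is a candidate explanation, in a test that could have come out the other way. What would cause it was not tested.

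Epicardial, fibroblast and macrophage genes were higher in LIN9 KO ventricles. The paper's text does not mention these lists, although the legend of S2E Fig names gene sets of hematopoietic cells for LIN9 KO. The medians were 1.02 and 1.08 for the epicardial list (8 of 8 genes higher in both, camera, Benjamini-Hochberg adjusted p = 1.57e-13 and 4.08e-11), 1.03 and 1.09 for the fibroblast list (9 of 9 in both, 3.23e-14 and 8.57e-12, same adjustment) and 1.03 and 0.89 for the macrophage list (12 and 11 of 13, 1.84e-08 and 6.16e-06, same adjustment), in the separate experiment and in the one with 4 genotypes. All of these held under fry and in each fit that left out 1 library, where the medians lay between 0.75 and 1.15. All epicardial and fibroblast genes of the lists and 8 of the macrophage genes reached 5 CPM in control ventricles, so that the tissue also expresses them, and no gene is in another list. In the separate experiment, the most abundant genes went from 80.0 to 161 CPM (Upk3b), from 770.0 to 1677 CPM (Col3a1) and from 22.0 to 44.2 CPM (Csf1r). A lower share of cardiomyocytes as the whole cause would raise the markers of every other cell type alike. Endothelial genes rose less, with medians of 0.16 and 0.20, so that the gap to the other 3 lists was 0.87 and 0.80 (exact rank-sum test, n = 11 and n = 30 genes, p = 9.56e-06 and 9.93e-05). This argues against it as the whole cause of the rise. The test treats genes of the same libraries as independent replicates, which they are not. Whether the share of cardiomyocytes fell at all was not tested. A gain of these cell types, a change of expression within them, and a difference in how the ventricles were dissected remain open and were not tested.

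Ctgf, Cyr61 and Amotl2, which the paper names as YAP target genes, and Axl, which only has primers in S1 Table, were tested as 1 list. The list was higher in LIN9 KO ventricles, with medians of 0.47 and 0.68 and 4 of 4 genes higher in both experiments (camera, Benjamini-Hochberg adjusted p = 0.0152 and 1.62e-04, from 0.00639 to 0.0343 and from 2.72e-05 to 0.00104 over the alternatives, fry included). The medians lay between 0.33 and 0.66 and between 0.47 and 0.76 with 1 library left out. The log2 fold changes were 0.82 and 1.12 for Axl, 0.52 and 0.46 for Ctgf, 0.42 and 0.90 for Cyr61 and 0.17 and 0.38 for Amotl2, against 0.05 and 0.22 for Yap1. Cyr61 and Amotl2 were not past the threshold in the separate experiment, although Cyr61 was without control replicate 1 (0.67). The call for Ctgf was lost there without control replicate 3, and in the other experiment without LIN9 KO replicate 1 (0.25) or any 1 control. Axl changed most, and the list was not tested without it. The call for Amotl2 was lost in the experiment with 4 genotypes without LIN9 KO replicate 1 (0.23) or control replicate 2 (0.33). Other genes cover 45.0% of the exonic length of Ctgf, so that its counts are uncertain. All 4 genes reached 5 CPM in control ventricles, where Amotl2, the most abundant, had 118 and 121 CPM and Axl had 98.2 and 94.3 CPM. In Sav1 KO ventricles of the LIN9 wt background, the list did not pass (median 0.11, 2 of 4 genes higher, camera, Benjamini-Hochberg adjusted p = 0.0869, under fry 0.466), with log2 fold changes of 0.45 for Cyr61, 0.22 for Amotl2, -0.01 for Ctgf and -0.09 for Axl, none past the threshold over all genes. Adjusted over the list alone, 1 of the 4 genes passed. The score of the list was higher by 0.145, with all 3 Sav1 KO libraries above all 3 controls (exact permutation test, two-sided, p = 0.1). Adjusted over the list alone, 1 of the 4 genes passed. The score of the list was higher by 0.15 in Sav1 KO, with all 3 libraries above all 3 controls (exact permutation test, two-sided, p = 0.1). Axl and Ctgf did not rise there, so that it stays open whether the list reads out the activity of YAP in this tissue. A higher activity of YAP and a rise of cell types that express these genes were not told apart by any test.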

How the results depend on the processing

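The offset for GC content and gene length, without and with the replicate block, and both rankings with a floor on the SD were chosen only after results had been seen, and all other alternatives beforehand. Under these alternatives and with each library left out in turn, 16 of 39 main results kept their direction and their side of the threshold throughout, as did 69 of 116 other results (single genes, other sets and marker lists). Of those that did not, the values of the main results and all reversed values are given below, and the rest are counted. The cause was not tested for any of them.

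The count of genes past the threshold for Sav1 KO in the LIN9 wt background, 3 in the main setting, was 5 with edgeR's exact test, 7 with the offset, 18 with the offset and the block, 22 without a filter and 36 with the 6 libraries alone. The count for the LIN9 KO background was 2 in the main setting, 13 with the exact test, 16 with the offset, 31 at an FDR of 0.1, 77 with DESeq2, 84 with the replicate block, 200 with the offset and the block, 309 without a filter, 0 with filterByExpr (1820 genes at an unadjusted p under 0.05) and 0 with the 6 libraries alone (1526). The interaction rose from 0 to 17 genes without a filter. With 1 library left out, the counts ranged from 2732 to 4238 for LIN9 KO in the separate experiment (lowest without control replicate 3), from 0 to 2 for Sav1 KO in the LIN9 wt background (0 in all but the fit without control replicate 1, with 548 to 661 genes at an unadjusted p under 0.05), from 0 to 355 in the LIN9 KO background (highest without LIN9 KO replicate 3, 0 without double knockout replicate 3, with 1928 at an unadjusted p under 0.05), from 2419 to 3377 for double knockouts against LIN9 wt Sav1 wt (lowest without double knockout replicate 2) and from 0 to 64 for the interaction (64 without LIN9 KO replicate 3, 2 without control replicate 1).

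The share of higher genes among the calls moved by over 10 percentage points under some alternatives. It went from 50.3% to 39.3% with the offset and to 38.8% with the offset and the block in double knockouts against Sav1 KO, and from 51.8% to 39.4% and 38.9% against LIN9 wt Sav1 wt. For Sav1 KO it went from 66.7% of 3 genes to 40.0% with the exact test, 42.9% with the offset, 44.4% with the offset and the block and with the 6 libraries alone, 45.5% without a filter, and 50.0% with DESeq2 or the replicate block. For its effect in the LIN9 KO background it went from 0% of 2 genes to 41.6% with DESeq2, 46.2% with the exact test, 43.8% and 28.5% with the offset without and with the block, 47.3% without a filter and 40.5% with the replicate block. No scaling moved the median log2 fold change of all genes by over 0.1.

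The S list in LIN9 KO of the separate experiment, with a median of -0.0018, turned to 0.0082 with filterByExpr, 0.0016 without haemoglobin genes and 2e-04 with the replicate block, and ranged from -0.0379 to 0.0265 with 1 library left out (above 0 without LIN9 KO replicate 2 or 3 or control replicate 2). With the offset, without and with the block, the Sav1 effect in the LIN9 KO background turned from 0.0186 to -0.0412 and -0.0406 for the mitotic cell cycle and from 0.0207 to -0.0783 and -0.0760 for the S list. The interaction of these sets then passed camera, with -0.0782 in both fits and with -0.177 and -0.178. Under fry, the G2/M list no longer passed for Sav1 KO (median 0.104) or for the interaction (-0.0803). With 1 library left out, the Sav1 effect in the LIN9 wt background ranged from 0.0304 to 0.0671 for the mitotic cell cycle (not past camera without Sav1 KO replicate 2 or 3 or control replicate 1 or 2) and from 0.0645 to 0.114 for the G2/M list (not past it without Sav1 KO replicate 2). That in the LIN9 KO background ranged from -0.0673 to 0.0064 for the G2/M list (above 0 without LIN9 KO replicate 2 or double knockout replicate 1) and from -0.0163 to 0.0549 for the S list (below 0 without LIN9 KO replicate 2). The interaction ranged from -0.0324 to 0.0105 for the mitotic cell cycle, above 0 in 6 of 12 fits, and from -0.140 to -0.0190 for the G2/M list. The difference in the G2/M score in the LIN9 KO background ranged from -0.0299 (without LIN9 KO replicate 1) to 0.138.

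For GSEA in LIN9 KO, the NES of the G2/M list in the separate experiment (-2.00) was no longer past the threshold with a floor on the SD of log2 CPM (-1.31), without a filter (-1.87) or without a normalization factor (-1.94), nor was that of respiratory electron transport (-2.70, then -2.16, -2.43 and -2.54). With 1 library left out they ranged from -1.94 to -1.56 and from -2.66 to -2.38, past the threshold in none of the fits. In the experiment with 4 genotypes the G2/M list (-2.04) became past it with a floor on the SD of CPM (-2.15), with filterByExpr (-2.01) and ranked on F (-2.26). Respiratory electron transport (-2.90) was no longer past it with the floor on log2 CPM (-2.33) or without a normalization factor (-2.81), and ranged from -2.63 to -2.48 with 1 library left out, past it only without control replicate 1. For Sav1 KO, the NES of the mitotic cell cycle turned to -0.63 with the floor on log2 CPM in the LIN9 wt background (-1.24 to 2.29 with 1 library left out, below 0 without control replicate 1) and to -0.83 without haemoglobin genes in the LIN9 KO background (-0.99 to 1.06, below 0 without LIN9 KO replicate 3 or double knockout replicate 1 or 3). In the latter, the G2/M list turned to 0.61 and 0.68 and the S list to 0.55 and 0.56 with the floor on CPM and on log2 CPM, and the S list ranged from -1.16 to 0.74 with 1 library left out (above 0 without LIN9 KO replicate 3 or double knockout replicate 2). After adjustment, the 4 rankings (plain, floor on log2 CPM, floor on CPM, F) gave 79, 19, 80 and 110 sets for LIN9 KO in the separate experiment, 53, 34, 163 and 251 in the other, 154, 20, 267 and 298 for double knockouts against Sav1 KO and 98, 29, 201 and 285 against LIN9 wt Sav1 wt. All gave 0 sets for Sav1 KO in the LIN9 wt background, and in the LIN9 KO background F gave 61 and the other 3 gave 0.

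Spearman's rho of the LIN9 KO effect between both experiments (0.684) was 0.794 with filterByExpr, 0.811 for genes with at least 5 CPM, 0.474 without a filter and 0.618 to 0.696 with 1 library left out.

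Among the other results, Yap1 in LIN9 KO of the separate experiment turned from 0.0487 to -0.0227 and -0.0224 with the offset, without and with the block. With 1 library left out, some values ranged across 0: the endothelial list in the separate experiment from -0.0637 to 0.266, the Y-linked list in the other from -1.51 to 0.106, Gas2l3 there from -0.179 to 0.0614 (above 0 without LIN9 KO replicate 1 or 3 or control replicate 1), and Ccna2 and Ctgf in Sav1 KO from -0.0022 to 0.111 and from -0.0271 to 0.0040 (both crossed 0 without control replicate 2). Of the 1373 other comparisons of a result with an alternative, 33 were weaker, 21 stronger and 5 reversed. Of the 702 with 1 library left out, 67 were weaker, 3 stronger and 10 reversed.

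The replicate block changed no other call or direction of the main results than those given. In the separate experiment and in comparisons with double knockouts, the numbers do not pair the samples. NES and scores were not run with the block, the offset, DESeq2 or the exact test, and the exact test gives no interaction. Set to the limit that a floor of 3 counts allows, genes at the floor in 1 group moved the median of the ion channel set in LIN9 KO from 0.17 to 0.12 and that of the erythroid list from 2.66 to 2.63 in the experiment with 4 genotypes.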

Differences from the paper's values

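The number of genes tested was 19752 and 17675 in the 2 experiments, and both lie within 1.5 times of the number of expressed genes that the paper gives in a legend. None of the other values given at the claims has a counterpart in the paper's text. With edgeR's filterByExpr the numbers were 15419 and 13760. Of the tests here, the offset for GC content and length and both GSEA rankings with a floor on the SD were chosen after results had been seen, and the plain ranking replaced that of the first run after its values were seen.

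The paper places genes of ion channel activity among the gene sets that fall in LIN9 KO hearts. The Reactome set of ion channel transport used here was higher instead, with medians of 0.08 and 0.17, not past camera, and it was past camera and higher in double knockouts against Sav1 KO (median 0.23) and against LIN9 wt Sav1 wt ventricles (0.15). This set is another one than the paper's.

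The paper describes cell cycle gene sets as enriched in Sav1 KO hearts by GSEA. With the sets used here, 0 of 707 were past 0.05 after Benjamini-Hochberg adjustment under any of the 4 rankings, with 65 at an unadjusted p under 0.05 in the main one, while camera passed for 6 of 7 cell cycle sets. The adjusted GSEA test also passed in 0 of 5 simulations in which the G2/M list was raised by 0.1. The same held with respiratory electron transport lowered by 0.5, so that the 0 sets do not speak against the paper's description.

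According to the paper, Sav1 deletion no longer activated these sets where Lin9 was deleted too. The difference itself was past camera for the G2/M list only among the sets tested, and with the offset for GC content and length, chosen after seeing the values, also for the S list (-0.18) and the mitotic cell cycle (-0.08).

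In Fig 2B the paper compares E2F target genes between both backgrounds. The Reactome set of 27 genes used here, which is not the Hallmark set, did not differ between them (Wilcoxon signed-rank test, n = 27 genes, p = 0.782). By this test, the S list (n = 42 genes, p = 0.0107), the G2/M list (n = 54 genes, p = 0.00281) and DNA replication (n = 93 genes, p = 0.029) did. Mitotic prometaphase (n = 95 genes, p = 0.768), the mitotic cell cycle (n = 378 genes, p = 0.409) and the S1 Table genes (n = 13 genes, p = 0.442) did not.

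The authors' deposited tables hold 67 genes with an FDR under 0.05 for Sav1 KO in the LIN9 wt background (18 higher, 49 lower), against 3 genes here, all 3 among the 67. No setting reached 67, and the nearest was the fit of the 6 libraries alone, with 36. In the LIN9 KO background the authors' deposited tables hold 65 genes (54 higher, 11 lower), against 2 here with 1 shared. The nearest setting, DESeq2, gave 77 genes. Higher counts than the authors' also came from the replicate block (84), from no filter on low counts (309), from the fit without LIN9 KO replicate 3 (355) and from the offset with the block (200), which was chosen after seeing the values. For LIN9 KO against LIN9 wt, the authors' deposited tables hold 4228 genes in the separate experiment, against 4131 here with 3688 shared, and 2452 in the experiment with 4 genotypes, against 4103 here with 2347 shared. None of the alternatives set before the data were examined, which gave 3019 to 5096 genes there, and none of the fits without 1 library (3041 to 4120) reached 2452. Nor did the offset without or with the block, chosen after seeing the values, with 4506 and 4938 genes. For double knockouts against Sav1 KO, the authors' deposited tables hold 4858 genes, against 4132 here with 4056 shared. The log2 fold changes of the authors' deposited tables and those computed here had a Pearson's r of 1 over genes in each of these 5 comparisons.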

Other observations

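Of the tests given here, the offset for GC content and length and those on control replicate 1, on the GC trend and the sex of the first replicates, on embryonic and adult globins, and on genes within other genes were chosen only after the result was seen. All others had been set out beforehand.

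Of the higher cell cycle sets in Sav1 KO ventricles of the LIN9 wt background, the G2/M list kept a median of 0.0949 with the trend over GC content and length and the replicate block removed, and of 0.0673 without control replicate 1, both past camera. For this list, it argues against a GC trend and against that library as the whole cause. Without it, the mitotic cell cycle (median 0.0343), mitotic prometaphase (0.0179), the E2F set (0.0906) and the cell cycle genes of S1 Table (0.0800) no longer passed camera, and the NES of the mitotic cell cycle turned to -1.24, while the S list (0.107) still passed. Of these 4, only mitotic prometaphase kept its call in each other fit that left out 1 library, and the E2F set lost it in all 6. The E2F set also lost its call with the trend and the block removed (0.0947). Whether control replicate 1 causes the rise of these sets stays open, as does why fry did not pass for the G2/M list.

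Replicate 1 of the control and of LIN9 KO stood apart from their replicates on the second principal component of the experiment with 4 genotypes, which held 20.3% of the variance. Within these groups, the deviation of replicate 1 from its group rose with the GC content of genes, with a Spearman's rho across genes of 0.42 for the control and 0.45 for LIN9 KO, so that a GC bias between libraries is a candidate explanation. The sex of the embryos would have to differ in both libraries to be the cause. LIN9 KO replicate 1 had 8 counts of Y-linked genes against 310 and 614 in its replicates, but control replicate 1 had 328 against 455 and 490, a ratio of 0.694, and so did not lack them. Sex is thus not shown as the cause for both, and its part in LIN9 KO replicate 1 stays open.

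Haemoglobin genes were higher in LIN9 KO in both experiments. The erythroid list had medians of 2.59 (16 of 16 genes higher; camera, Benjamini-Hochberg adjusted p = 7.63e-16) and 2.66 (15 of 16; 9.27e-18), and both held under fry. The most abundant member, Hbb-y, went from 2484 to 23450 CPM and from 1263 to 12340 CPM. Of the 16 genes tested, 12 and 11 reached 5 CPM in control ventricles and none is in another list. A change in globins alone by a delay of development would not raise adult globins. These rose by medians of 2.01 and 2.12, against 3.24 and 3.29 for embryonic ones, which argues against it as the whole cause. Whether a delay has a part in the larger rise of embryonic globins was not tested. The 8 erythroid genes that are not haemoglobins rose by medians of 2.74 and 2.66, 8 of 8 in both, so that more red blood cells in the samples may be the source. Whether these were in vessels, in the tissue or left from dissection was not tested.

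For the lower respiration genes in LIN9 KO, leaving out the haemoglobin genes gave a median of -0.49 for respiratory electron transport in the separate experiment, the one nearer to 0, which argues against counts taken by a few genes. The gap of 0.80 described above lies between other cell types and was not measured on cardiomyocytes. It cannot tell whether their share fell, so a lower share of cardiomyocytes stays open as a cause. The ventricular cardiomyocyte list fell by more, with medians of -0.86 and -0.84 and 12 of 12 tested genes of its 15 lower in both (camera, Benjamini-Hochberg adjusted p = 4.13e-13 and 8.57e-12, both also under fry). All 12 reached 5 CPM in control ventricles and none is in another list, and Tnnt2, the most abundant in LIN9 KO of the separate experiment, went from 4404 to 2671 CPM and Myh7, the most abundant in the other, from 6087 to 3226 CPM. A lower expression of these genes in LIN9 KO cardiomyocytes may explain the pattern as a hypothesis, and was not tested in single cells.

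The other marker lists gave these medians in LIN9 KO of the separate experiment and of the one with 4 genotypes. The atrial list rose by 0.43 and 0.24 (6 of 7 genes in both; camera, Benjamini-Hochberg adjusted p = 0.00627 and 6.44e-04, under fry past 0.05 only in the latter). Its medians were 0.19 without LIN9 KO replicate 2, 0.28, 0.80 and 0.26 without control replicate 1, 2 or 3 of the separate experiment, and 0.39 and 0.14 without control replicate 1 or 2 of the other. Its most abundant gene, Myl4, went from 2161 to 2188 CPM and from 1921 to 1763 CPM. The trabecular list had 0.37 and 0.94, with 4 of 7 genes higher in both (0.146 and 0.0422, same adjustment, the latter also past fry). The latter call was lost without any 1 control, with filterByExpr and without a filter, while in the separate experiment the list passed with DESeq2 and with the replicate block, without and with the offset. There the median was 0.11 without LIN9 KO replicate 2 and 0.24 without control replicate 3. Nppa, the most abundant, is also in the atrial list, and went from 470 to 1412 CPM and from 464 to 1567 CPM. The compact list had 0.17 and -0.10 (3 and 2 of 5 genes higher; 0.226 and 0.455, past 0.05 under fry in the former, where camera gave the direction as lower and 2 of the 3 genes past the threshold were lower), with -0.03 without LIN9 KO replicate 1, -0.22 without control replicate 1 and -0.42 with filterByExpr in the latter, and Tbx20 went from 503 to 568 CPM and from 690.2 to 644 CPM. The endothelial list had 0.16 and 0.20 (7 and 8 of 11; 0.181 and 0.203, past 0.05 under fry in the latter). It had 0.25, -0.06 and 0.27 without LIN9 KO replicate 1, 2 or 3 of the separate experiment and 0.13 without control replicate 2 of the other, and Pecam1, the most abundant in LIN9 KO, went from 177 to 274 CPM and from 165 to 244 CPM, while Tie1 and Npr3, the most abundant in the controls of the 2 experiments, went from 202 to 204 CPM and from 199 to 230.1 CPM. The MuvB genes of S1 Table had 0.13 and -0.19 (3 and 2 of 4; 0.803 and 0.336), with 0.07 without LIN9 KO replicate 2 or control replicate 3 of the former and -0.31 and -0.08 without control replicate 1 or 2 of the latter. They include Lin9 itself and Mybl2, their most abundant gene, which is also among the cell cycle genes of S1 Table and went from 27.3 to 32.9 CPM and from 28.7 to 32.4 CPM. The Y-linked list had 0.18 and -0.47 (3 and 0 of 4; 0.624 and 0.327), with 0.52 and 0.01 without control replicate 1 or 3 of the former, and 0.11 and -1.51 without LIN9 KO replicate 1 or 3 of the latter. Eif2s3y had 36.6 CPM in both groups of the former, and Ddx3y went from 51.6 to 41.9 CPM in the latter. In control ventricles, 7 atrial, 6 trabecular, 4 compact, 11 endothelial, 4 MuvB and 4 Y-linked genes reached 5 CPM. The X inactivation genes were not testable.

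In Sav1 KO of the LIN9 wt background, 4 of 13 lists passed camera: the trabecular list (median -0.23, 6 of 7 genes lower, Benjamini-Hochberg adjusted p = 8.23e-05, from 1.83e-06 to 0.0834 over its alternatives), the endothelial list (-0.18, 11 of 11 lower, 0.00165, from 7.99e-05 to 0.226), the erythroid list (-0.28, 13 of 16 lower, 0.0115, from 7.1e-06 to 0.486) and the compact list (0.23, 5 of 5 higher, 0.0299, from 0.0112 to 0.0834). None of them passed fry, where 2 had an unadjusted p under 0.05. The trabecular median was -0.35 without Sav1 KO replicate 3 and -0.34 without control replicate 2. The erythroid call was lost without Sav1 KO replicate 1 (-0.25) or 2 (-0.22) or control replicate 1 (-0.17), and with the haemoglobin genes left out (-0.03), and the compact call without Sav1 KO replicate 1 (0.20) or 2 (0.23) or control replicate 2 (0.17) or 3 (0.21) and with filterByExpr (0.18), with 0.14 without control replicate 1. The erythroid list also passed camera in the LIN9 KO background (-0.51, 14 of 16 lower, 3.65e-04, from 1.23e-04 to 0.21 over its alternatives, the last under fry). That call was lost without LIN9 KO replicate 3 (-0.23) or double knockout replicate 3 (-0.28), and with the haemoglobin genes left out (-0.40), with -0.81 without double knockout replicate 1. No explanation was tested for these.

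Xist and Alas2 had 0 counts in all libraries. Reads in overlapping genes that are dropped at counting would leave genes within other genes at 0, and 93.4% of protein-coding genes within another gene had 0 counts, against 14.2% of the others. Such a loss at counting is a candidate explanation.

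Sptb, higher in Sav1 KO, lies within 20 Mb of Sav1, while Gm4742, also higher, and Slit2, which was lower, lie on chromosomes 14 and 5, so that such a background could not explain all 3. Genetic background that came with the Sav1 allele was tested on the genes near Sav1. Of these, 4.49% (11 of 245) had an unadjusted p under 0.01 in the LIN9 wt background, against 0.766% of other genes (Fisher's exact test, p = 5.54e-06), and 4.49% against 3.99% in the LIN9 KO background (Fisher's exact test, p = 0.622). Of the 11 genes in the former, 8 had the same sign in the latter (exact binomial test, p = 0.227). The excess in 1 background could come from the allele's surroundings. In the other, the share near Sav1 was the same, but more genes elsewhere had such a p. Its lack of an excess therefore cannot speak against that, and the question stays open. For Lin9, 23.5% and 21.7% of genes within 20 Mb were past the threshold in the 2 experiments, against 20.9% and 23.3% of others, which argues against a background around Lin9 as the source of the changes in LIN9 KO.

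Other splits of the 6 libraries of a comparison into 3 and 3 gave as many calls in 1 of 10 splits, the real one, for LIN9 KO in both experiments, for Sav1 KO in the LIN9 wt background and for double knockouts against Sav1 KO and against LIN9 wt Sav1 wt. For Sav1 KO in the LIN9 KO background it was 3 of 10, with up to 17 genes in another split. With 10 splits the share cannot fall under 0.1. Where replicate numbers pair the samples, the real split parts all 3 pairs, and 4 of the 10 splits, the real one included, do so. Among these 4, only the real one gave as many calls in each of these comparisons, except Sav1 KO in the LIN9 KO background, where 2 of the 4 did, with 3 genes in the other. For the interaction, 100 of 100 drawn splits gave at least its 0 genes. Any split reaches 0 genes, so that this share cannot decide anything about the grouping. At most 3 genes passed in another split, and 4 splits had any.

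Lin9 fell less in double knockouts against Sav1 KO (log2 fold change -0.16) than in LIN9 KO against LIN9 wt with wild-type Sav1 (-0.80). The interaction for Lin9 was 0.64 (edgeR, Benjamini-Hochberg adjusted p = 0.711). Across genes, which are not independent replicates, the Sav1 effect in the LIN9 wt background had a Spearman's rho of -0.0869 (Pearson's r -0.0481) with the LIN9 KO effect of the separate experiment, over 17656 genes. With the LIN9 KO effect of the same experiment, which shares its controls, rho was 0.099. In 20 simulations of unchanged groups, shared controls alone gave a mean of 0.455 (0.443 to 0.465). No gene was changed in these simulations, whereas 4103 of 17675 genes passed the threshold in LIN9 KO. The simulated value is therefore no measure for the real rho, and nothing is concluded from the difference. The Sav1 effect in the LIN9 KO background had a rho of -0.101 with the LIN9 KO effect of the separate experiment.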
